# Ectomycorrhizal fungi decompose soil organic matter using oxidative mechanisms adapted from saprotrophic ancestors

**DOI:** 10.1111/nph.13722

**Published:** 2015-11-03

**Authors:** Firoz Shah, César Nicolás, Johan Bentzer, Magnus Ellström, Mark Smits, Francois Rineau, Björn Canbäck, Dimitrios Floudas, Robert Carleer, Gerald Lackner, Jana Braesel, Dirk Hoffmeister, Bernard Henrissat, Dag Ahrén, Tomas Johansson, David S. Hibbett, Francis Martin, Per Persson, Anders Tunlid

**Keywords:** decomposition, ectomycorrhizal fungi, evolution, soil organic matter, spectroscopy, transcriptome

## Abstract

- Ectomycorrhizal fungi are thought to have a key role in mobilizing organic nitrogen that is trapped in soil organic matter (SOM). However, the extent to which ectomycorrhizal fungi decompose SOM and the mechanism by which they do so remain unclear, considering that they have lost many genes encoding lignocellulose‐degrading enzymes that are present in their saprotrophic ancestors.
- Spectroscopic analyses and transcriptome profiling were used to examine the mechanisms by which five species of ectomycorrhizal fungi, representing at least four origins of symbiosis, decompose SOM extracted from forest soils.
- In the presence of glucose and when acquiring nitrogen, all species converted the organic matter in the SOM extract using oxidative mechanisms. The transcriptome expressed during oxidative decomposition has diverged over evolutionary time. Each species expressed a different set of transcripts encoding proteins associated with oxidation of lignocellulose by saprotrophic fungi. The decomposition ‘toolbox’ has diverged through differences in the regulation of orthologous genes, the formation of new genes by gene duplications, and the recruitment of genes from diverse but functionally similar enzyme families.
- The capacity to oxidize SOM appears to be common among ectomycorrhizal fungi. We propose that the ancestral decay mechanisms used primarily to obtain carbon have been adapted in symbiosis to scavenge nutrients instead.

## Introduction

A large part of the nitrogen (N) found in forest soils is present in organic forms, primarily as proteins and peptides but also as amino acids, amino sugars and heterocyclic molecules (Nannipieri & Eldor, 2009). During decomposition, these N molecules accumulate in a complex mixture of plant‐ and microbial‐derived molecules. This soil organic matter (SOM), operationally defined as humic substances, consists of relatively low‐molecular‐weight fragments of lignin, polysaccharides, polyphenols, lipids, peptidoglycan, peptides and other biomolecules (Simpson *et al*., 2007; Schmidt *et al*., 2011). The molecules associate with each other in supramolecular aggregates that are stabilized by hydrophobic interactions and hydrogen (H) bonding and by interactions with mineral particles (Kleber & Johnson, 2010; Kleber *et al*., 2015). To become available for plants, the organic N compounds must be released from the SOM. However, the microorganisms and the mechanisms involved in these processes are poorly characterized.

Filamentous saprotrophic fungi are thought to have a unique ability to degrade lignin and other phenolic compounds of forest SOM (Baldrian, 2008). On the basis of studies of wood‐decaying fungi, two major decomposition mechanisms have been characterized in detail: decomposition by white‐rot (WR) fungi and decomposition by brown‐rot (BR) fungi (Hatakka & Hammel, 2010). The ligninolytic system of WR fungi depends on extracellular oxidative enzymes, particularly class II peroxidases (class II PODs). These fungi also secrete various glycoside hydrolases (GHs) that break down crystalline cellulose. BR fungi lack most of the oxidative enzymes and cellulase systems of WR fungi (Floudas *et al*., 2012) and instead decompose lignocellulose by means of an initial nonenzymatic step: attack by reactive oxygen species, including hydroxyl radicals generated by the Fenton reaction (H_2_O_2_ + Fe^2+^ + H^+^ → H_2_O + Fe^3+^ + •OH) (Martinez *et al*., 2009; Hatakka & Hammel, 2010). In recent years, a number of new enzymes have been identified that are involved in the oxidative conversion of lignocellulose, such as lytic polysaccharide monooxygenases (LPMOs) (Quinlan *et al*., 2011), various oxidoreductases (Levasseur *et al*., 2013), and heme‐containing haloperoxidases, including chloroperoxidases and aromatic peroxygenases (Hofrichter *et al*., 2010). During fungal attack, these oxidases promote extended cleavage of plant cell wall components and generate the reactants needed for the Fenton reaction. In addition, secondary metabolites such as hydroquinones and variegatic acid have key roles in the reductions of Fe^3+^ and O_2_ in BR fungi (Eastwood *et al*., 2011; Korripally *et al*., 2013).

The other main functional group of fungi in northern forest soils comprises the ectomycorrhizal (ECM) symbionts. ECM fungi are biotrophs that obtain photosynthetic sugars from the host plant, which, in return, receives nutrients, including N and phosphorus, from the fungal partner (Smith & Read, 2008). Carbon (C) from the plant supports the growth of an extramatrical mycelium. This mycelium is present mainly in regions of the soil horizons that are rich in humic substances (Lindahl *et al*., 2007). To release the N present in such material, it can be expected that ECM fungi can disrupt organic‐matter‐N complexes. Indeed, studies using various model compounds such as cellulose and polyphenols have shown that ECM fungi have some decomposing capacity (Norkrans, 1950; Trojanowski *et al*., 1984). ECM fungi also produce extracellular enzymes such as cellulases, hemicellulases and polyphenoloxidases, which are thought to contribute to the degradation of components of plant litter (Read & Perez‐Moreno, 2003). However, ECM fungi express such enzymes at much lower levels than do saprotrophic fungi grown under identical conditions (Read & Perez‐Moreno, 2003).

Recent analyses of genome sequences further support the view that ECM fungi have a limited capacity to decompose complex organic material such as lignocellulose. These analyses have shown that ECM fungi have a smaller set of genes encoding enzymes that degrade plant cell walls than do their saprotrophic ancestors, including BR and WR wood decayers (Martin *et al*., 2008; Kohler *et al*., 2015). We previously demonstrated that the ECM fungus *Paxillus involutus* can nevertheless decompose lignocellulosic material in SOM extracts while assimilating organic N using a Fenton‐based oxidation mechanism similar to that of BR fungi (Rineau *et al*., 2012). The oxidation is triggered by the addition of glucose, which suggests that the mechanism can be regulated by the host C supply (Rineau *et al*., 2013). During the oxidative decomposition of the SOM extract, *P. involutus* expresses a large number of extracellular endo‐ and exopeptidases that are regulated in parallel with transporters and enzymes involved in the assimilation and metabolism of the released N (Shah *et al*., 2013). Other ECM taxa, including *Cortinarius* species, contain genes encoding class II PODs (Bödeker *et al*., 2009; Hatakka & Hammel, 2010). More recently, Bödeker *et al*. (2014) demonstrated that the transcription of *Cortinarius* class II PODs genes was correlated with high peroxidase activity in soils, supporting the hypothesis that *Cortinarius* species may play an important role in the decomposition of complex humic‐rich SOM in northern forest ecosystems.

Here, we examined the capacity of several ECM fungi to decompose biomolecules present in SOM and the mechanisms underlying this decomposition. In particular, we assessed the following: whether the capacity to decompose SOM has been retained by ECM fungi of different evolutionary origins and functional ecologies; whether the arrays of enzymes expressed upon SOM decomposition by ECM fungi are similar to those of related saprotrophic wood decomposers; and whether the decomposition mechanisms of ECM fungi have any common molecular signatures as a result of similar selection pressures.

## Materials and Methods

### Fungal species

We analysed five ECM species belonging to three basidiomycete orders (Boletales, Agaricales and Atheliales), selected based on the availability of published genome sequences. The five ECM species represent at least four independent evolutionary origins of symbiosis (Fig. 1; Supporting Information Table S1) and they are distant from each other as the last common ancestor of Agaricomycetidae probably lived between 125 and 150 million yr ago (Ma; Floudas *et al*., 2012; Kohler *et al*., 2015). The most densely sampled clade was the Boletales, with two ECM species (*Paxillus involutus* (Batsch) Fr. and *Suillus luteus* (L.) Roussel) that are nested with a paraphyletic assemblage of BR wood decayers (Kohler *et al*., 2015), of which three species (*Coniophora puteana* (Schumach.) P. Karst, *Hydnomerulius pinastri* (Fr.) Jarosch & Besl, and *Serpula lacrymans* (Wulfen) P. Karst.) were included in our study. The two examined ECM species of the Agaricales clade evolved independently from different saprotrophic ancestors: *Laccaria bicolor* (Maire) P.D. Orton may be derived from litter‐decomposing saprotrophs, whereas *Hebeloma cylindrosporum* Romagnesi is nested in a clade of WR wood decayers (Matheny *et al*., 2006; Kohler *et al*., 2015). Finally, *Piloderma croceum* J. Erikss. & Hjortstam is nested within the ecologically diverse Atheliales–Amylocorticales clade, which includes WR and BR saprotrophs as well as various biotrophs (Hibbett *et al*., 2014; Kohler *et al*., 2015). The wood‐decomposing fungus *Jaapia argillacea* Bres. (Jaapiales), which lacks ligninolytic class II PODs but encodes diverse enzymes acting on crystalline cellulose (Riley *et al*., 2014), was used as an outgroup. The sampled ECM fungi differ also in their ecology. The Boletales species are long‐distance‐exploration types with a rapidly growing extramatrical mycelium and a high capacity to decompose and mobilize organic N. By contrast, the ECM species from the other clades are short‐ and medium‐distance‐exploration types, which grow more slowly and have a limited ability to assimilate organic N (Agerer, 2001; Hobbie & Agerer, 2010).

**Figure 1:**
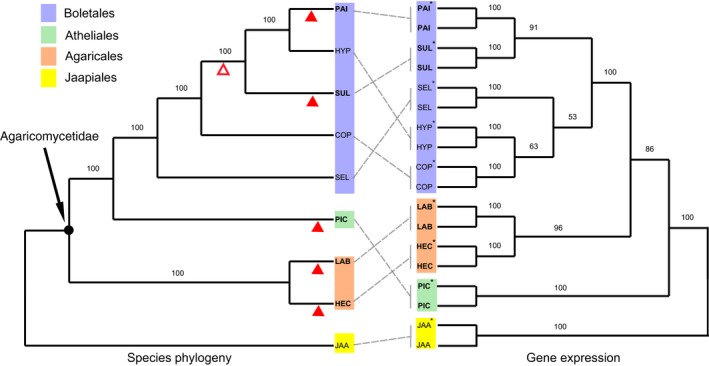
Species and gene expression phylogenies of analysed fungi. A maximum likelihood species tree (left) was reconstructed with sequences from 3148 putative 1: 1 orthologues from each of the nine analysed fungal species, with 1000 bootstrap replicates. The neighbour‐joining gene expression tree (right) was constructed with the expression levels of the orthologues upon fungal growth on soil organic matter extracts (asterisk) and mineral nutrient medium (MMN) (no asterisk), with 1000 bootstrap replicates. Both trees were rooted with *Jaapia argillacea* as an outgroup. The closed red triangles indicate the estimated origins of the ectomycorrhizal (ECM) fungi; the open red triangle indicates an alternative reconstruction with a single origin in the Boletales clade and at least one reversal to saprotrophy (Kohler *et al*., 2015). The last common ancestor of the Agaricomycetidae clade (indicated with an arrow) probably lived between 125 and 150 million yr ago (Floudas *et al*., 2012; Kohler *et al*., 2015). The designations in boldface letters indicate ECM fungi. COP,* Coniophora puteana*; HEC,* Hebeloma cylindrosporum*; HYP,* Hydnomerulius pinastri*; JAA,* Jaapia argillacea*; LAB,* Laccaria bicolor*; PAI,* Paxillus involutus*; PIC,* Piloderma croceum*; SEL,* Serpula lacrymans*; SUL,* Suillus luteus*.

### Culture conditions

The fungi were grown in Petri dishes on a layer of glass beads immersed in a minimum Melin–Norkrans (MMN) medium (2.5 g l^−1^ glucose, 500 mg l^−1^ KH_2_PO_4_, 200 mg l^−1^ NH_4_Cl, 150 mg l^−1^ MgSO_4_·7H_2_O, 25 mg l^−1^ NaCl, 50 mg l^−1^ CaCl_2_, 12 mg l^−1^ FeCl_3_·6H_2_O and 1 mg l^−1^ thiamine‐HCl; pH 4.0) (Rineau *et al*., 2012). After 9 d of incubation (18°C in the dark), the medium was replaced with MMN medium without N to induce an N‐deprived mycelium (Shah *et al*., 2013). After 24 h, the mycelium was washed in sterile water, and the SOM extract (10 ml) was added.

SOM was extracted from the upper 10‐cm soil layer in a 61‐yr‐old Norway spruce (*Picea abies* (L.) H. Karst) stand growing in an N‐poor site in central Sweden (soil pH 5.0) (Table S2) using hot water (Davidson *et al*., 1987). Pyrolysis‐GC/MS (py‐GC/MS) (Fig. 2c) showed that the SOM extract contained the major classes of biomolecules that are present in intact SOM (Simpson *et al*., 2007). Particles were removed by filtration (0.2 μm), and low‐molecular‐weight metabolites were partly removed by ultrafiltration (cut‐off 1 kDa). The concentration of the SOM extract was adjusted, and the extract was supplemented with glucose to a final concentration similar to that in the MMN medium (Rineau *et al*., 2012). The fungi were grown in either the MMN medium or the SOM extract (three replicates each). The cultures were incubated for 7 d at 18°C in the dark. To test the capacity of the fungi to oxidize the organic matter in the absence of glucose, four of the Boletales species were grown on the SOM extract without glucose amendment.

**Figure 2:**
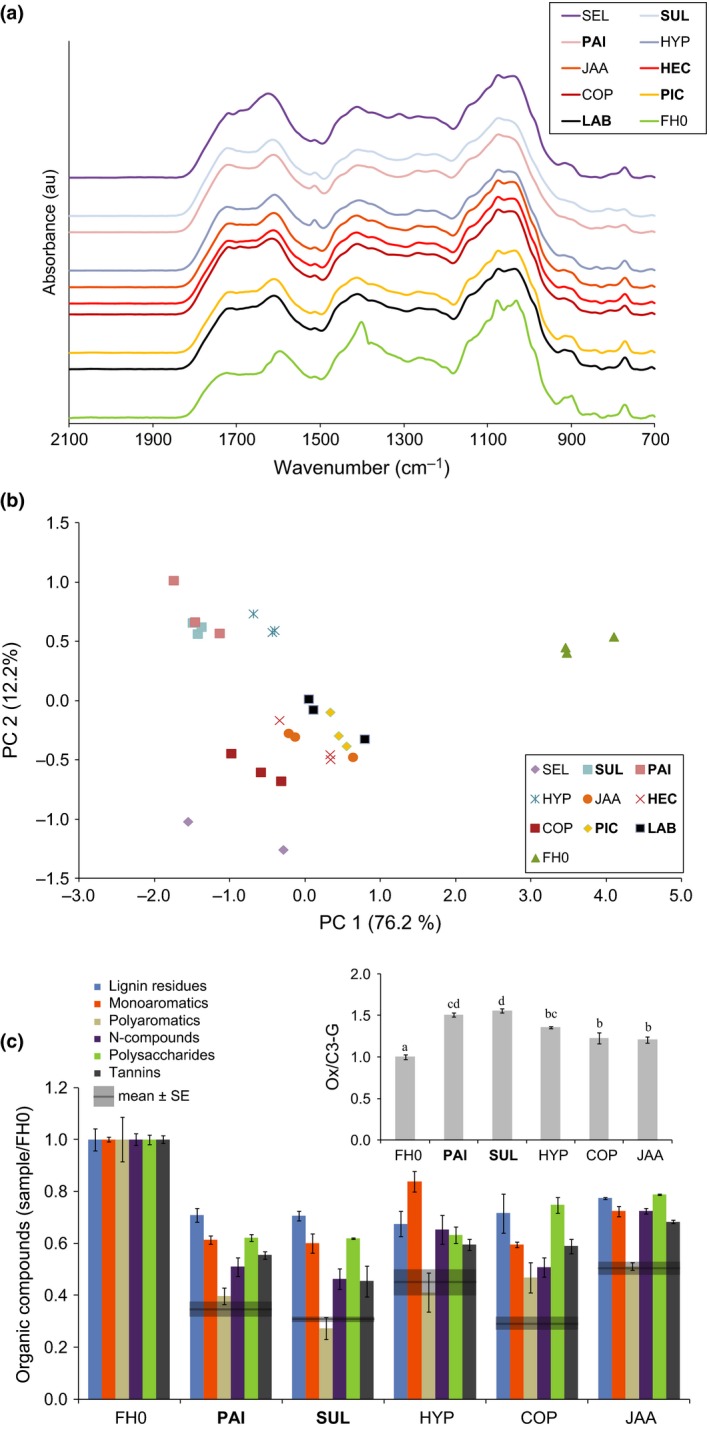
Decomposition of soil organic matter (SOM) extract. (a) Fourier transform infrared (FTIR) spectra of the SOM extract before (FH0, initial material) and after 7 d of incubation with various ectomycorrhizal (ECM) and saprophytic fungi (au, arbitrary units). All spectra have been normalized to the same total area over the wave number region displayed (*n* = 3). Spectral changes were observed in six regions ascribed to different vibrational modes: C–O and C–O–C stretching of carbohydrates (970–1150 cm^−1^); C–O stretching of phenols (1150–1250 cm^−1^); C–O stretching of esters (1300 cm^−1^); O–H bending, aliphatic C–H deformation or ammonium N–H bending (1350–1450 cm^−1^); C–C stretching of aromatic rings (1510 cm^−1^); and C=O stretching of carbonyl groups (1620–1800 cm^−1^). (b) Principal component analysis (PCA) scores plot of the FTIR spectra of the SOM extract before (FH0) and after 7 d incubation with the ECM fungi and saprotrophic fungi (*n* = 3). (c) Pyrolysis‐GC/MS results (shown as sums of the major groups of organic compounds). The data are corrected for the total organic C concentration and normalized to the nonincubated SOM extract (FH0) (mean ± SE;* n* = 3). The identified pyrolytic compounds are listed in Supporting Information Table S2. The inset shows the ratio of guaiacylacetone to *trans*‐propenylguaiacol (Ox/C3‐G) (grey bars), which is a marker of the degree of oxidation of guaiacyl lignin (Buurman *et al*., 2008). Bars with different lowercase letters are significantly different according to Tukey's test (*P* < 0.05). The values are normalized to the nonincubated samples (mean ± SE;* n* = 3). The species abbreviations are listed in the legend of Fig. 1.

### Chemical analyses

Total organic C concentration was measured with an organic C analyser (Shimadzu, Kyoto, Japan). Total N content was measured with the same apparatus equipped with a total nitrogen module (TNM‐1) detector. The glucose concentration was measured by means of a glucose assay (Sigma‐Aldrich, Seelze, Germany). Fourier transform infrared (FTIR) spectra were recorded on a Bruker IFS66 v/s spectrometer (Bruker Scientific Instruments, Billerica, MA, USA). Data were collected in diffuse reflectance mode. Each spectrum was the result of 1000 consecutive scans at a resolution of 4 cm^−1^. A Perkin‐Elmer TurboMass/Autosystem XL with a Frontier Lab Double Shot pyrolyser was used for py‐GC/MS (Perkin‐Elmer, Waltham, MA, USA). Pyrolysis data were acquired and processed with qcalibur 1.4 sr1 software (Thermo Finnigan, San Jose, CA, USA), and peaks were identified by comparison with published and stored data (National Institute of Standards and Technology (NIST) library). A standard series of SOM extracts with increasing concentrations of glucose (0.0–2.5 g l^−1^ glucose) was analysed to correct the contribution of glucose to each pyrolytic product. The iron‐reducing activity in the culture filtrates was analysed by means of a ferrozine assay (Goodell *et al*., 2006). Further details of the chemical analyses are given in Rineau *et al*. (2012).

### Transcriptome analysis

After the incubation, the mycelium was collected, immediately frozen in liquid N_2_ and subsequently ground to a fine powder with a mortar. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) with the RLC buffer and on‐column DNase treatment, according to the manufacturer's instructions. Total RNA was eluted in H_2_O and stored at −20°C until use. For quality assessments, all samples were inspected with an RNA 6000 Nano Kit on a 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). After reverse transcription into double‐stranded cDNA and barcoding by means of the massively parallel signature sequencing protocol (Brenner *et al*., 2000), libraries were sequenced (RNA‐Seq) using a HiSeq2000 instrument (Illumina Inc., San Diego, CA, USA) in single‐read mode and with a read length of 50 bp (IGA Technology Services, Udine, Italy; http://www.igatechnology.com). The reads were mapped onto the corresponding genomes by means of tophat (v.2.0.8b) (Kim *et al*., 2013). The transcript abundances were normalized using the R package DESeq (Anders & Huber, 2010) for each fungus by dividing the expression values by size factors to adjust for different sequence depth between the two conditions. The size factor for each sample was calculated as follows: the read count of each gene was divided by the geometric mean of the expression across the SOM and MMN samples. Significantly differentially expressed genes (SOM vs MMN) were identified with DESeq (*t*‐test, false discovery rate, *q*‐value < 0.01; Benjamini & Hochberg, 1995). The RNA‐Seq data are deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE64897.

### Annotations

Gene models and annotations for each of the fungal species were retrieved from the Joint Genome Institute (JGI) MycoCosm database (Table S1). The signalp algorithm (v.4.0) was used for additional searches for prediction of secretion signals (Petersen *et al*., 2011). Conserved protein domain families (Pfam) were identified by searching through the Pfam family protein database (pfam_scan.pl tool with default settings) (Finn *et al*., 2014). Orphans were defined as sequences not having matches in the Pfam database or homologues in other organisms as revealed by BLASTP searches (Altschul *et al*., 1990) against the UniProt database (cut‐off 1E< 10^−5^). Putative peptidases were annotated by searching the proteome of each fungus against the MEROPS database (Rawlings *et al*., 2012).

Annotations on gene models encoding enzymes active on carbohydrates (CAZymes) were retrieved from the Carbohydrate‐Active Enzymes database (CAZy; http://www.cazy.org/), including the extended set of auxiliary activities (AAs) to cover redox enzymes that act in conjunction with CAZymes (Cantarel *et al*., 2009; Levasseur *et al*., 2013). Annotations for various types of PODs in all nine genomes were retrieved from the PeroxiBase database (Fawal *et al*., 2013). Gene models representing tyrosinases were retrieved directly from the JGI database by the use of InterPro term IPR002227 as a search term. All gene models of CAZymes, auxiliary activities, PODs and tyrosinases detected were inspected manually, and the selected and filtered gene model in the JGI database was modified if necessary. Genes encoding multidomain natural‐product‐biosynthesis enzymes (polyketide synthases, nonribosomal peptide synthetases and related enzymes) were annotated in a two‐step process: first, on the basis of homology by means of BLAST and a conserved domain search (Marchler‐Bauer *et al*., 2011) and, second, by manual inspection of each filtered gene model.

### Identification of orthologues and phylogenetic analyses

Orthologues were identified with the proteinortho program (Lechner *et al*., 2011). Principal component analysis (PCA) of orthologues was performed with the qlucore explorer software (v.2.2; Qlucore AB, Lund, Sweden) with default settings. For rescaling of the gene expression data before the PCA, clustering analyses, and phylogenetic analyses, the expression values of the orthologues were normalized by means of the DESeq package (Anders & Huber, 2010) and were then log_2_(counts + 1) transformed.

The construction of a species tree for the nine species included in this study was based on a phylogenetic analysis of 3148 one‐to‐one (1 : 1) orthologues. These orthologues were aligned with Mafft (v.7.147) (Katoh & Standley, 2013) with default settings, and the resulting alignments were trimmed with Gblocks (v.0.91b) (Talavera & Castresana, 2007) and concatenated into a supermatrix. The protein model was determined with prottest (v.3.4) (Abascal *et al*., 2005) and raxml‐hpc (Stamatakis, 2006) with default settings, and the Protgammalgf model was chosen to reconstruct the phylogenetic tree with 1000 bootstrap replicates.

A gene expression tree of the 1 : 1 orthologues was constructed by means of the neighbour‐joining (NJ) method. The expression values of three biological replicates from the same putative 1 : 1 orthologues used for the species tree were normalized, by means of the DESeq package, to make the values comparable between species. The sample distances were calculated as Euclidean distances between the mean of the samples or alternatively, as (1 − P) where P is the Spearman's correlation coefficient between the sample expression profiles. The APE package in R was used to construct the NJ expression tree and to perform the bootstrap analysis with 1000 replicates (Paradis *et al*., 2004).

Proteins encoding laccases (CAZy subfamily AA1_1) in all nine fungal genomes were retrieved from the CAZy database (http://www.cazy.org/). The 72 proteins were aligned with mafft (v.7.147) (Katoh & Standley, 2013) and subsequently trimmed with gblocks (Talavera & Castresana, 2007) using options to reduce the stringency (–b1 = 2 –b2 = 2 –b3 = 8 –b4 = 5 –b5 = h –b6 = y). prottest (v.2.4) (Abascal *et al*., 2005) was used to identify the most suitable evolutionary model. On the basis of the prottest results, the Whelan and Goldman (WAG) protein substitution model with a gamma shape parameter and a proportion of invariant sites (P‐Invar) was chosen for the phylogenetic reconstruction using raxml with 1000 bootstrap replicates (Stamatakis, 2006). itol was used to visualize the tree and map the differential gene expression to the tree (Letunic & Bork, 2011). A phylogenetic analysis of the aspartate protease family was performed using the alignment of the Pfam domain PF00026 (eukaryotic aspartyl protease). In total, 323 proteins containing this domain were identified in the nine analysed basidiomycete genomes. The domain sequences were extracted and retrieved using hmmalign in the hmmer3 package (v.3.1b1) (Eddy, 2011), and the sequences were subsequently aligned with mafft (v.7.147). The alignment was further trimmed with gblocks with the settings described for the proteins encoding laccases. A phylogenetic reconstruction using raxml and the JTT model with 1000 bootstrap replicates was performed and the results were viewed with itol. The tree can be viewed online at http://itol.embl.de/external.cgi?tree=1302351965015151413446270.

## Results

### Chemical conversion of the SOM extract

In the presence of glucose, all of the sampled ECM fungi grew and assimilated C and N from the SOM extract (Table S2; Figs S1a,b). The FTIR spectra of the SOM extract before and after a 7‐d incubation with fungi showed marked differences, indicating significant conversion of the organic compounds (Fig. 2a). A PCA based on the FTIR spectra allowed us to group the replicates of each fungus and clearly separated the initial SOM extract from the material modified by the fungi (Fig. 2b). The first principal component (PC1) explained 76.2% of the total variability and separated the initial material from the incubated material. The FTIR spectra of the SOM extract were separated along the PC1 axis into a group showing spectral features dominated by polysaccharide bands and N–H bending bands (right) and a group showing spectral features dominated by carbonyl bands (left), which are indicative of oxidized organic matter (Fig. S2). The separation of the ECM species was associated with the amounts of C and N assimilated by the fungi (Fig. S1a). The second principal component (PC2) accounted for 12.2% of the total variance and separated the fungi into two groups: one group consisting of the long‐distance‐exploration ECM fungi (*P. involutus* and *S. luteus*) and the closely related saprotrophic fungus *Hydnomerulius pinastri* and a second group containing the remaining ECM and saprotrophic species. PC2 was dominated by strong positive bands at 1510 cm^−1^, which are indicative of aromatic ring compounds (Fig. S2). The spectra of the SOM extracts incubated with *Serpula lacrymans* deviated significantly from those of the other species along PC2, mainly as a result of the peak at 1300 cm^−1^, which was attributed to esters. The two ECM boletes (*P. involutus* and *S. luteus*) were grouped close together by both PC1 and PC2.

To compare the decomposition capacity of *P. involutus* and *S. luteus* with that of the saprotrophic species in more detail, we analysed the SOM extracts using py‐GC/MS (Fig. 2c; Table S3). For all of the tested fungi, the levels of the major classes of compounds present in the SOM decreased during incubation. Analysis of the pyrolysates related to lignin residuals revealed changes in their chemical structure during fungal growth; specifically, the ratio of guaiacylacetone to *trans‐*propenylguaiacol, which indicates the oxidation state of guaiacyl‐lignin building blocks, was higher in the pyrolysates from the SOM extract exposed to the ECM fungi *P. involutus* and *S. luteus* than in pyrolysates from SOM exposed to the saprotrophic BR Boletales species (*H. pinastri* and *Coniophora puteana*) and *J. argillacea* (Fig. 2c, inset).

In the absence of glucose, the FTIR spectra of the SOM extract incubated with *P. involutus*,* S. luteus*,* H. pinastri* and *C. puteana* were almost identical to the spectra of the initial material (Fig. S3). Minute changes were detected in the FTIR spectra of the SOM extract incubated with *C. puteana*, observed as an increase in absorbance in the carbonyl region at 1710 cm^−1^ accompanied by a decrease in absorbance in the spectral region at 1350–1450 cm^−1^. Thus, the decomposition of the SOM was stimulated by glucose amendment in both the ECM and the saprotrophic species.

After growth, extracellular iron‐reducing activity was detected in the SOM extract of all fungi except *H. cylindrosporum* (Fig. S4). Thus, during growth on the SOM extract, iron‐reducing metabolites or iron‐reducing enzymes were produced by most of the examined ECM fungi.

### Global transcriptional responses

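RNA from 9 fungi grown on the SOM extract and on MMN medium was sequenced, with 3 replicates per species and medium and 54 samples in all. The 5 ECM species were P. involutus, S. luteus, P. croceum, L. bicolor and H. cylindrosporum, and the 4 saprotrophs were H. pinastri, C. puteana, S. lacrymans and J. argillacea. The values analysed here are those the authors give for 3148 putative 1:1 orthologues, which are genes with 1 copy in each species. They are read counts divided by a size factor per sample, calculated over all 54 samples together, and are not on a log scale. Within a sample, every value is a whole multiple of 1 step, within 0.0001 of a step. Counted in these steps, the samples held between 4808341 and 20627822 units on the orthologues, with a median of 9919420. The lowest total was in an MMN sample of L. bicolor and the highest in an MMN sample of P. involutus. Only 31 values were 0, and the lowest mean of an orthologue over all samples was 68.6. The 10 highest orthologues held between 5.52% and 10.2% of the values of a sample. Values of log2(value + 1) were compared between SOM and MMN in each species with limma, and an orthologue was called regulated at a Benjamini-Hochberg adjusted p under 0.01. The values are not scaled by gene length, which cancels between the media but not between species.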

The transcriptional profiles of all fungi after growth on the SOM extract and on a mineral nutrient MMN medium were compared using RNA sequencing (Table S1). For comparison of the transcriptomes among the nine species, the genes were classified into orthologous groups (Table S4). In total, we identified 10 939 groups, of which 3148 were identified as putative 1 : 1 orthologues that were the best reciprocal BLAST hits shared by all nine species. The 1 : 1 orthologues constituted 14–25% of the total number of genes in each of the fungal genomes. The remaining genes were found in orthologous groups shared by two to eight species, in groups of so‐called co‐orthologues (i.e. genes that are duplicated within a lineage), or were species specific. Depending on the species, 16–29% of the transcripts were significantly up‐regulated in the SOM extracts (Table S1), and between 23 and 32% of those were 1 : 1 orthologues (Table S4).

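The values of the 1:1 orthologues gave 611 up-regulated and 674 down-regulated orthologues in P. involutus, of 3148 tested. In H. pinastri 1000 rose and 1060 fell, in S. luteus 985 and 951, and in C. puteana 767 and 761. S. lacrymans had 903 up-regulated and 917 down-regulated orthologues, P. croceum 956 and 874, and L. bicolor 882 and 955. In H. cylindrosporum 681 rose and 715 fell, and in J. argillacea 965 rose and 1027 fell. The median residual SD on the log2 scale ran from 0.0432 in S. luteus to 0.0735 in C. puteana, and the median size of the change from 0.16 to 0.27. The balance of rises and falls depends on the scale of the SOM values. After their shift to the folds of Tables S8 to S13, chosen after seeing the data, 1269 rose and 606 fell in L. bicolor, 1319 and 722 in J. argillacea, 1156 and 714 in P. croceum, 782 and 473 in P. involutus, and 777 and 1171 in S. luteus. In the other 4 species between 44.9% and 57.1% of the calls were then up-regulated. The number of calls in P. involutus, the lowest of the 9 species at 1285, was 1756 without SOM replicate 3, 870 to 911 without an MMN replicate, and 1108 and 1111 without the other SOM replicates. P. involutus was not the lowest with 1 limma fit over all 54 samples. There 805 rose and 951 fell in P. involutus, and 722 rose and 767 fell in S. luteus.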

To obtain an initial view of the expression patterns, we performed a PCA on the expression levels of the 1 : 1 orthologues. 

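Each of the 54 samples lay nearest to a sample of its own species and medium. Distances were Euclidean over the log2 values of the 3148 orthologues, each centred and scaled to unit variance. For each of the 54, all 5 other samples of the species were nearer than any sample of another species. Between replicates, the correlation across orthologues was at least 0.992 (54 pairs), where orthologues are not independent replicates.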

The PCA closely grouped the SOM‐ and MMN‐grown samples for each species (Fig. S5). 

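With each orthologue centred and scaled to unit variance, PC1 held 15.2% and PC2 13.4% of the variance over the 54 samples. The 5 Boletales and the 4 other species did not overlap on PC1, and their means differed by 1.77 SD of the 9 species means (exact two-sided permutation test, p = 0.00794, the smallest that 126 splits of the species allow). The share of PC1 moved most when only the SOM profiles were used, to 17.1%.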

PC1 (which explained 15% of the variation) clustered the Boletales species together and separated them from the species in the Jaapiales, Agaricales and Atheliales clades. 

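On PC2, the means of the 5 ECM species and of the 4 saprotrophs differed by 1.40 SD of the species means, with no overlap (exact two-sided permutation test, p = 0.00794, again the smallest possible). Without J. argillacea the difference was 0.512 SD (exact permutation test, p = 0.50). There PC2 and PC3 held 14.0% and 13.8% of the variance. PC3 was not tested, so a separation on another component is not excluded. With quantile normalization over all samples the difference on PC2 was 1.13 SD (exact permutation test, p = 0.0794), and with orthologues only centred 1.31 SD (exact permutation test, p = 0.0397). In all 3 of these settings the groups overlapped.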

PC2 (13% of the variation) separated the ECM fungi from the saprotrophs. To reconstruct the evolutionary trends in more detail, an NJ tree was constructed based on the distances of the expression levels of the 1 : 1 orthologues (Figs 1, S6). 

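An NJ tree rebuilt here from Euclidean distances between the 18 mean profiles, rooted with J. argillacea, joined the SOM and MMN profiles of every species in 100% of 1000 bootstrap resamplings of the orthologues. The Boletales were grouped in 100%, the Agaricales in 96.9%, and both clades together in 83.2%, which was 50.3% with orthologues scaled to unit variance and 65.6% with MMN profiles only. Within the Boletales, H. pinastri and C. puteana were paired in 66.7%, and S. lacrymans joined them in 49.5%. The pair of H. pinastri and C. puteana depended on the medium, with a support of 1.9% in a tree of the SOM profiles alone and 86.1% in a tree of the MMN profiles alone.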

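The Euclidean distance between the mean SOM and MMN profiles of a species was 22.5 ± 3.09 (SD, n = 9 species) and at most 27.3. Distances between profiles of different species averaged 63.9 ± 4.45 (SD) and were never below 53.4, so the ranges did not overlap. The ratio of the means was 0.352 (exact permutation test over all 362880 pairings of SOM with MMN profiles, one-sided, p = 2.76e-06, the smallest possible). Distances between species also hold differences in gene length, which cancel between the media of a species. Neither the ratio nor the p therefore measures the divergence of expression alone. With 1 minus the Spearman correlation as the distance, the ratio was 0.134, the largest change among the alternatives. S. luteus had the shortest SOM to MMN distance, 17.3, and H. pinastri the longest.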

Consistent with the PCA results, the divergence of gene expression between a fungus grown on SOM extract and the same fungus grown on MMN medium was significantly less than the divergence between species, and the species were correctly separated into the four major clades. However, the topologies of the trees constructed from the expression data and from the sequence data (species tree) were not always consistent (Fig. 1). In agreement with more extensive genome phylogenies (Kohler *et al*., 2015), our species tree placed the ECM fungus *P. involutus* close to the BR species *H. pinastri*, whereas the expression tree clustered *P. involutus* and *S. luteus*.

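P. involutus and S. luteus were paired in 90.5% of the bootstrap resamplings, and P. involutus and H. pinastri in 0.3%. The support for the first pair was 86.5% with the SOM profiles alone and 87.9% with the MMN profiles alone. Leaving out 1 replicate at a time in these single-medium trees, a step chosen after seeing the data, gave between 82.2% and 89.5%. By Euclidean distance, S. luteus was the species nearest to P. involutus on SOM (55.4) and on MMN (53.9). S. luteus itself was nearer to S. lacrymans on SOM (54.2) and to H. pinastri on MMN (53.4). The pairing in the tree thus does not make each the nearest species of the other.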

Analysis of the most highly up‐regulated genes during SOM decomposition showed that a majority of them were found in orthologue clusters whose members were only up‐regulated in a single species, or they were nonorthologues genes. 

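Among the 1:1 orthologues, 29 rose over 5-fold at an adjusted p under 0.01, in 32 cases counted by species. Of these, 26 did so in 1 species and 3 in 2 species. S. lacrymans had 9, H. pinastri and L. bicolor 5 each, C. puteana 4, P. involutus 3, S. luteus and J. argillacea 2 each, and P. croceum and H. cylindrosporum 1 each. Shuffling the orthologues within each species gave on average 0.141 shared by at least 2 species (permutation p = 0.0002). The changes with the highest log2 values were both in S. lacrymans. One was in protein 1152839, of a Cyclase domain family in Table S6, at 1069 ± 19.8 (SD, n = 3) on SOM and 31.4 ± 11.0 on MMN. Its log2 fold change was 5.10 (SE 0.15, limma adjusted p = 1.2e-15). The other was in an arginase, protein 1076431, which rose from 224 ± 19.9 to 7467 ± 288 (SD, n = 3), a log2 fold change of 5.06. A short-chain dehydrogenase of P. involutus, protein 111240, had a log2 fold change of 4.02, from 1589 ± 62.9 to 25766 ± 2422 (SD, n = 3). The next 7 had log2 fold changes between 3.08 and 3.39, among them a pirin of P. croceum (3.37) and chitinase-type proteins of 1 orthologue in S. lacrymans (3.23) and C. puteana (3.08). With each replicate left out in turn, the first stayed between 4.92 and 5.36 and the arginase between 4.98 and 5.10. With a pseudocount of 10 they were 4.74 and 5.00, so their order depends on the setting.

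**Figure D1:**
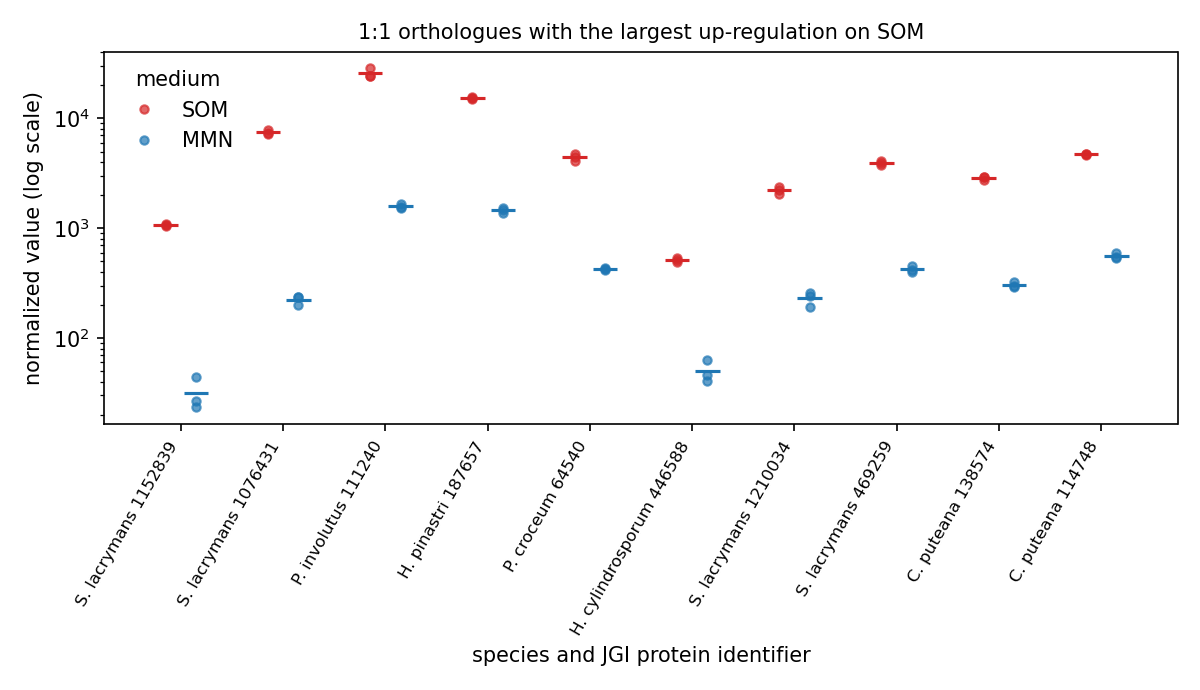
Normalized values (log axis) of the 10 largest up-regulations among the 1:1 orthologues, by species and protein; points are the 3 replicates per medium and lines their means. In each of the 10, every SOM value lies above every MMN value, as in S. lacrymans 1152839 with means of 1069 and 31.4.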

We identified 715 genes that were at least five‐fold SOM‐up‐regulated (pairwise comparisons in SOM extract vs MMN medium; *q *< 0.01; *n* = 3) in the nine analysed species. Of those genes, 387 were identified as having orthologues in at least two species, and 328 were found to be species specific (Table S5). The up‐regulated orthologues were found in 321 orthologue clusters. None of these clusters contained genes that were up‐regulated in all species. 

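None of the 29 1:1 orthologues over 5-fold up-regulated passed that threshold in 3 or more species. With no fold threshold, 420 orthologues were up-regulated in at least 5 species, where shuffling the orthologues within each species gave 216 on average (permutation p = 0.0001, the smallest that 10000 shuffles give). Keeping the called orthologues and shuffling only their directions, a step chosen after seeing the data, gave 271. In all 9 species, 4 were up-regulated against 0.0224 on average (permutation p = 0.0001, again the smallest). One was the arginase, whose log2 fold changes ran from 0.56 in H. pinastri to 5.06 in S. lacrymans. Orthologue 5363 ran from 0.12 in P. croceum to 1.31 in S. luteus, and orthologue 1627 from 0.15 in S. luteus to 0.72 in C. puteana; the tables used here give no names for them. Both stayed past the threshold in only 1 of 6 comparisons that left out a replicate of P. involutus, as did orthologue 5363 in P. croceum. The last of the 4, also unnamed, had a mean log2 fold change of 0.28 and passed in 1 of 6 such comparisons in C. puteana. Orthologue 5091, unnamed too, was the only one down-regulated in all 9 species, from -0.17 to -0.51. It missed the threshold in C. puteana after quantile normalization within species and without SOM replicate 2, which left none. The number up-regulated in all 9 ranged from 1 to 3 with 1 replicate left out of every species, and was 2 after quantile normalization within species and 3 with a replicate block, where orthologue 5363 missed the threshold in P. croceum.

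**Figure D2:**
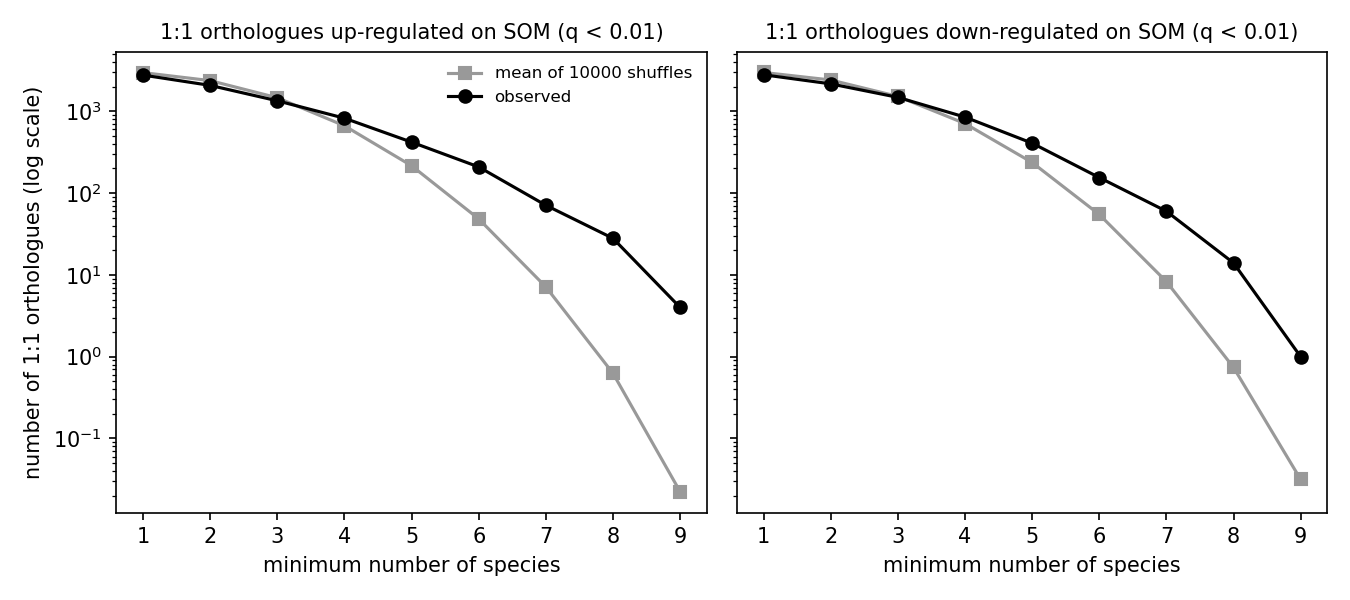
Number of 1:1 orthologues (log axis) up-regulated (left) or down-regulated (right) on SOM in at least the number of species on the x axis; black circles are observed and grey squares the mean of 10000 shuffles. At 5 species the observed numbers are 420 and 408, above the shuffled means of 216 and 237; with only the directions shuffled (not drawn) the means are 271 and 295.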

Genes from two clusters were up‐regulated in four species, those from six clusters in three species and those from 28 clusters in two species, and the remaining 285 orthologue clusters contained up‐regulated genes from one species only (Figs 3, S7). The highly SOM‐up‐regulated orthologue clusters encoded a diverse set of protein families (Table S6). Out of the 241 unique Pfam families that were identified in these orthologues, none were up‐regulated in all species. In total, 22 Pfam families were commonly up‐regulated in at least three species including domains of transporters, proteases, oxidoreductases and glycoside hydrolases (Table S7).

**Figure 3:**
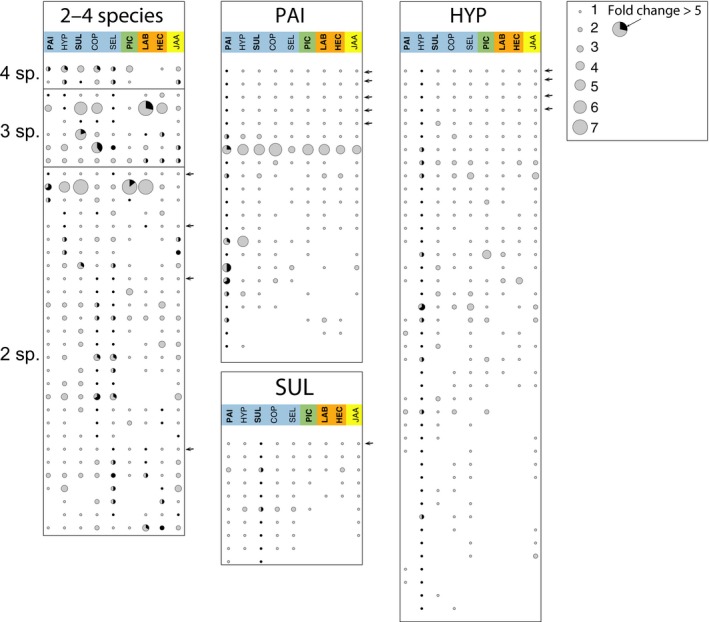
Phylogenetic distribution of soil organic matter (SOM)‐up‐regulated genes. The panel shows the expression and presence of SOM‐up‐regulated genes in orthologous groups (rows, fold change > 5 of pairwise comparisons in SOM extract vs modified Melin–Norkrans (MMN) medium; *q *< 0.01; *n* = 3) shared by at least two species (columns). The species abbreviations and clade affiliations (colour coded) are shown in the legend of Fig. 1. The size of the circles indicates the number of genes in the orthologous groups within a given species (if any) and the black slice is proportional to the number of up‐regulated genes. The arrows indicate 14 1 : 1 orthologues. The left panel shows the orthologous groups that were up‐regulated in two to four species (sp.), and the middle and right panels show orthologous groups that were up‐regulated uniquely in *Paxillus involutus* (PAI), *Hydnomerulius pinastri* (HYP) and *Suillus luteus* (SUL). Orthologous groups that were uniquely up‐regulated in the other species are shown in Supporting Information Fig. S7. Annotations of orthologue clusters are shown in Table S6.

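Under the per-species limma comparisons, 12 of the 1:1 orthologues over 5-fold up-regulated fell in these panels, counting those shared by 2 species and those of P. involutus, H. pinastri and S. luteus. The 3 shared ones were a chitinase-type protein in C. puteana (log2 fold change 3.08) and S. lacrymans (3.23), an alternative oxidase in L. bicolor (2.50) and H. pinastri (2.37), and a small heat-shock protein in S. lacrymans (2.66) and L. bicolor (2.62).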

### Secretome

Between 6 and 9% of all SOM‐up‐regulated genes (*q *< 0.01) were predicted to encode secreted proteins (Table S1). The up‐regulated secretome contained a large fraction of genes that were either species specific or shared with a limited set of other species (Tables S4). Still, the functional annotation terms of the proteins in the up‐regulated secretome were similar. The SOM‐induced secretomes contained a large fraction (38–60%) of genes encoding extracellular enzymes such as oxidases, hydrolases and peptidases (Fig. 4). Apart from these enzymes, the up‐regulated secretomes also contained cell wall proteins including members of the hydrophobin family (Pfam domain PF01185). Hydrophobins are small (*c*. 100 amino acid (aa) residues) cysteine‐rich proteins that can self‐assemble and form aggregations of proteins on surfaces of filamentous ascomycetes and basidiomycetes (Wösten, 2001). Among the most highly expressed proteins in the up‐regulated secretome were also a large number of small secreted proteins (SSPs; < 300 aa) that lacked both Pfam domains and homologues, so they can be referred to as orphans.

**Figure 4:**
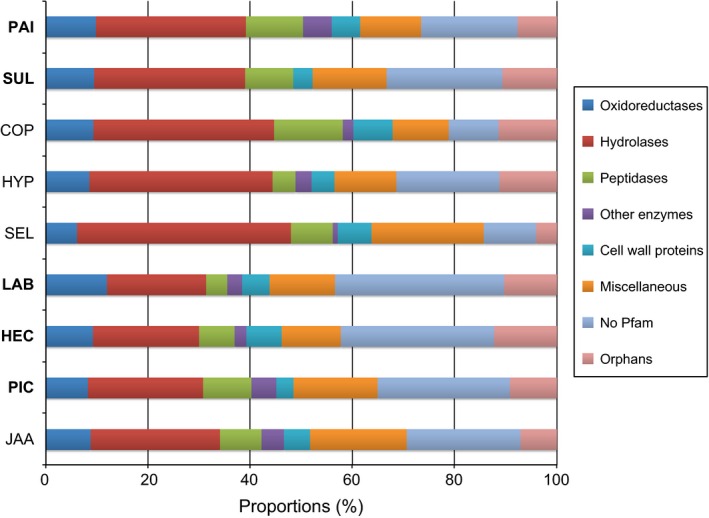
Functional categories of genes encoding secreted proteins and which are up‐regulated during growth on soil organic matter (SOM) extract. Shown is the proportion of proteins annotated as oxidases, hydrolases, peptidases, other enzymes, and cell wall proteins that were significantly up‐regulated as revealed by RNA‐Seq analysis (pairwise comparisons in SOM extract vs modified Melin–Norkrans (MMN) medium; *q *< 0.01; *n* = 3). The category ‘Miscellaneous’ includes proteins with a diverse set of conserved protein family (Pfam) domains that could not be annotated as enzymes or cell wall proteins. Orphans are putative proteins that lack both Pfam domains and homologues. The species abbreviations are listed in the legend of Fig. 1. The total numbers of SOM‐up‐regulated genes are shown in Supporting Information Table S1.

### Lignin‐ and carbohydrate‐degrading enzymes

Upon SOM decomposition, all of the examined ECM fungi expressed a range of genes encoding enzymes involved in the oxidative degradation of lignocellulose and the production of hydrogen peroxide: for example, laccases, which catalyse the oxidation of a wide range of organic compounds; glucose‐methanol‐choline oxidoreductases (GMCOs) and copper‐radical oxidases (CROs), which reduce oxygen to peroxide and might support Fenton chemistry and PODs by supplying extracellular hydrogen peroxide; various PODs; and tyrosinases (Fig. 5; Tables S8, S9).

**Figure 5:**
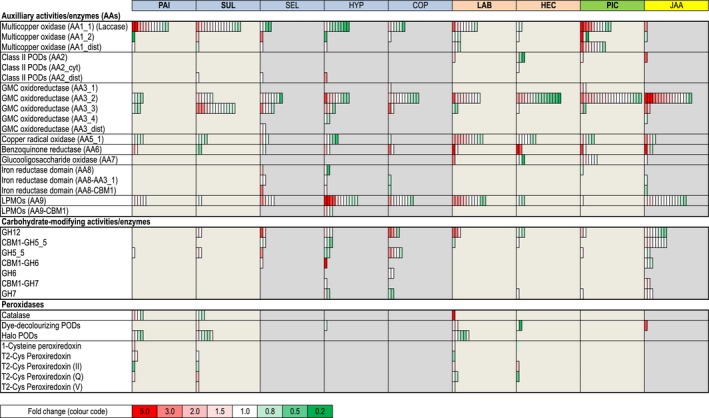
Soil organic matter (SOM) regulation of selected genes encoding auxiliary redox activities/enzymes (AAs), peroxidases and carbohydrate‐modifying enzymes acting on cellulose. Shown is the average ratio of gene expression (*n* = 3) of pairwise comparisons in SOM extract vs modified Melin–Norkrans (MMN) medium. Within each subpanel, one for each species, the boxes represent individual gene models found within the family, and the colours show the fold change in expression. The complete sets of enzymes are shown in Supporting Information Figs S8–S10 and Tables S8–S10. The species abbreviations and clade affiliations (colour coded) are shown in the legend of Fig. 1.

Distinctive differences in the expression patterns of oxidoreductases were found between the ECM fungi and the saprotrophic Boletales (Figs 5, S8). 

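The 1:1 orthologues hold only part of these enzymes. Of the proteins listed in Tables S8 and S9, 44 were 1:1 orthologues, of which 18 were up-regulated and 12 down-regulated on SOM. The set had 3 to 9 proteins per species, too few for under-representation among the up-regulated orthologues to pass a correction for 34 tests of species and enzyme sets, and enough for over-representation to pass on its own in 4 species only. The lowest p was 0.0864, in P. croceum with 3 of 4 up-regulated (two-sided Fisher's exact test, adjusted p = 0.968). The ferroxidase of family AA1_2 had a single orthologue, which rose in 2 species and fell in 5, also after each rescaling tried. In P. involutus (protein 12668) it was 1380 ± 193 (SD, n = 3) on SOM and 22150 ± 515 on MMN, a log2 fold change of -4.01 (SE 0.09, limma adjusted p = 1.8e-09). In P. croceum (protein 816835) the log2 fold change was -3.36, and in S. lacrymans it was 1.64.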

Compared with the BR species, *P. involutus* and *S. luteus* expressed more laccases and several of them were significantly up‐regulated in the SOM extract. Moreover, *P. involutus* and *S. luteus* expressed several genes encoding PODs such as catalases, heme‐containing haloperoxidases and one class of nonheme typical two‐cysteine peroxiredoxin that was not found in the saprotrophic Boletales (Fig. S9; Table S9). By contrast, the BR Boletales highly expressed various iron reductases (such as AA8) (Fig. 5).

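Cytochrome c peroxidase, a single 1:1 orthologue, was up-regulated in 6 of the 9 species and down-regulated in none, and in 5 to 7 after each rescaling tried. Its largest log2 fold changes were 1.41 in H. pinastri (protein 99495, SE 0.06, limma adjusted p = 2.2e-10) and 1.18 in J. argillacea (protein 37172). The atypical 2-cysteine peroxiredoxin of type II fell in P. involutus (protein 11148, log2 fold change -1.54) and rose in H. cylindrosporum (protein 443708, 0.93). The 1-cysteine peroxiredoxin moved the other way in these species, with 0.60 and -0.29, the latter past the threshold in 5 of 6 comparisons that left out 1 replicate. Glutathione peroxidase rose in P. croceum (0.67) and fell in H. cylindrosporum (-0.65), and linoleate diol synthase, listed for 4 species, rose in J. argillacea (1.48) and L. bicolor (0.49) and fell in none, with 2 falls after quantile normalization within species and 1 after the shift to the folds of Tables S8 to S13. The orthologue of the typical 2-cysteine peroxiredoxins, listed for P. involutus, S. luteus and L. bicolor, fell in L. bicolor (protein 174328, -0.93) and had no detectable change in P. involutus and S. luteus. Its group held a protein in every species, with normalized values on SOM of 1123 ± 36.7 (SD, n = 3) in H. pinastri, 94.6 ± 12.9 in C. puteana and 652 ± 2.36 in S. lacrymans.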

*Laccaria bicolor*,* H. cylindrosporum* and *P. croceum* expressed unique profiles of oxidoreductases that differed from the profiles of *P. involutus* and *S. luteus* (Figs 5, S8, S9). For example, the SOM‐induced transcriptome of *L. bicolor* was characterized by CROs; that of *H. cylindrosporum* by low numbers and expression levels of laccases (AA1_1); and that of *P. croceum* by a comparatively large number of GMCOs and secreted tyrosinases. 

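One tyrosinase could be followed among the 1:1 orthologues, that of P. croceum (protein 817417), at 2684 ± 9.42 (SD, n = 3) on SOM and 2271 ± 75.9 on MMN. Its log2 fold change was 0.24 (SE 0.04, limma adjusted p = 4.1e-05).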

Although putative class II PODs of *L. bicolor*,* H. cylindrosporum* and *P. croceum* were up‐regulated on the SOM substrate, none of them was classified as classical class II PODs (a group that includes lignin PODs, manganese PODs and versatile PODs), which are typical for WR fungi (Table S8). The dye‐decolourizing PODs were also up‐regulated in *L. bicolor*,* H. cylindrosporum* and *S. luteus* (Fig. 5).

Many of the enzymes that were up‐regulated upon SOM decomposition are members of large gene families including laccases (Fig. 5). Phylogenetic analysis showed that the laccase family in *P. involutus*,* S. luteus*,* L. bicolor* and *P. croceum* contained many recent gene duplicates (i.e. paralogues) (Fig. 6a). Many of them were up‐regulated during growth on the SOM extract (Fig. 6b).

**Figure 6:**
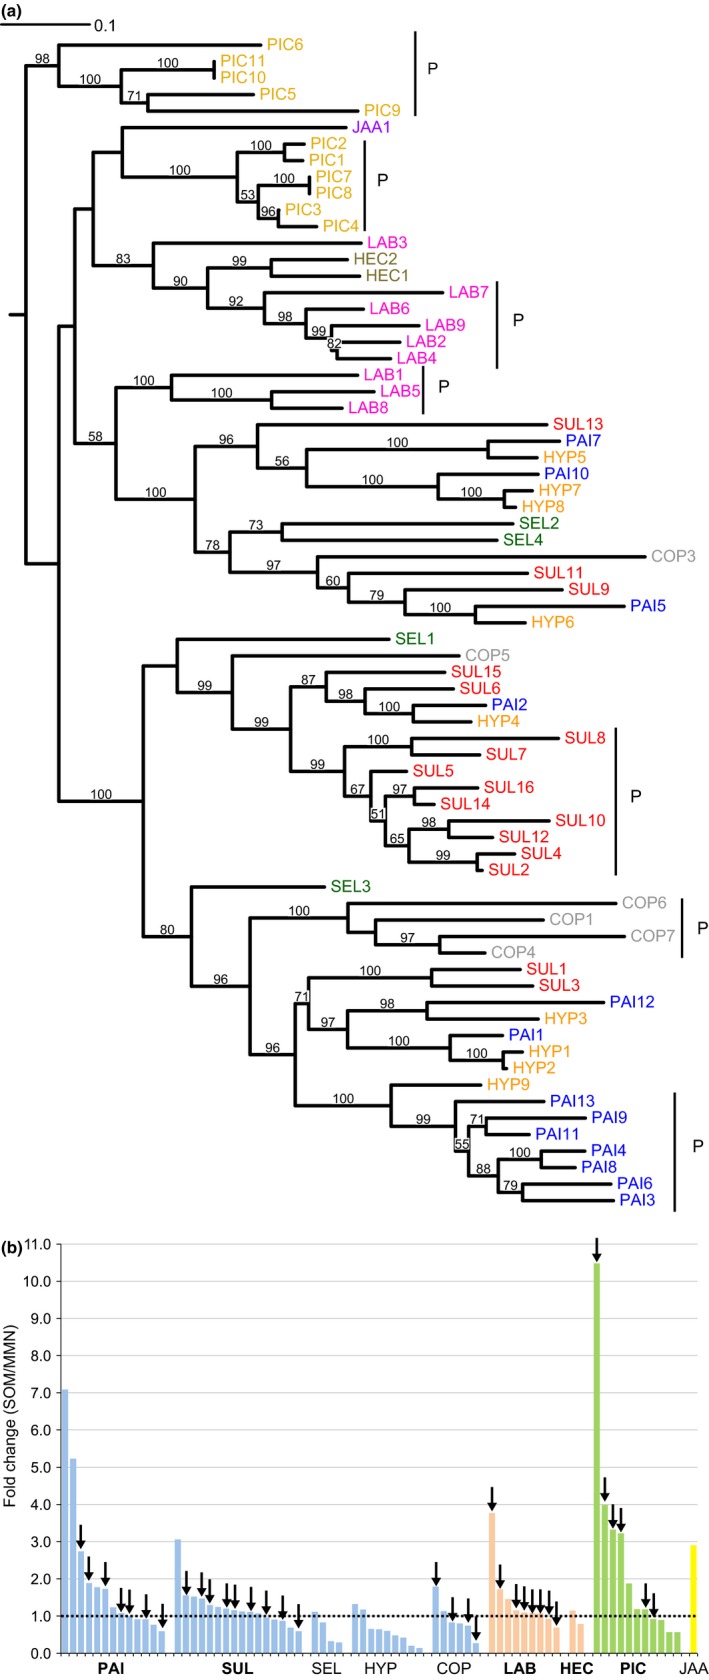
Phylogeny and expression patterns of laccases. (a) An unrooted maximum likelihood tree of protein sequences of 71 laccases retrieved from sequences of genome models (cf. Supporting Information Table S8). Bootstrap values are shown for branches having > 50% support. The gene models were assigned trivial names according to the fold change (from highest to lowest) in pairwise comparisons in soil organic matter (SOM) extract vs modified Melin–Norkrans (MMN) medium. Vertical bars labelled with a ‘P’ indicate paralogue clades with > 50% bootstrap support grouping at least three sequences coming from only one species. (b) SOM regulation of the 71 laccase genes. The bars show the average fold change (*n *= 3) in pairwise comparisons in media containing SOM extract vs MMN medium. Along the *x*‐axis are gene models from the different fungi. For each species, the models are arranged from highest to lowest fold changes. The arrows indicate that the gene is found in a clade of paralogues. A fold change value of 1 indicates equal transcription level in the two media. The species abbreviations and clade affiliations (colour coded) are shown in the legend of Fig. 1.

The saprotrophic species, as was expected, expressed several genes encoding GHs and carbohydrate esterases (CEs) that are predicted to be active on cellulose, cellulose/hemicelluloses, hemicelluloses and starch (Figs 5, S10a; Table S10). By contrast, the ECM expressed a limited set of genes encoding CAZymes and only a few of them were SOM‐up‐regulated (Fig. S10b). 

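Of the CAZymes in Table S10, 63 proteins were 1:1 orthologues, of which 14 were up-regulated and 27 down-regulated on SOM, over all 9 species. Family GH16, with 2 orthologues and 18 proteins, had 3 up and 12 down, and at least 9 down after each rescaling tried. In H. pinastri its proteins 171897 and 110652 fell by 1.85 and 1.39 on the log2 scale. GH63, GH5_30, GH15 and GH9 each had a single 1:1 orthologue, which does not stand for other genes of the family. The GH63 orthologue rose in 5 species and fell in 1, which became 3 and 1 after quantile normalization within species. The GH5_30 protein of C. puteana (79872) fell from 23543 ± 1117 to 7963 ± 135 (SD, n = 3), a log2 fold change of -1.56 (SE 0.06, limma adjusted p = 6.5e-12). The GH15 orthologue rose most in P. involutus (0.71) and fell most in J. argillacea (-0.63). That of GH9 fell in C. puteana (-0.96) and rose in H. pinastri (0.22). With 7 proteins in each species, under-representation among the up-regulated orthologues could not have passed the correction. No over-representation was detected (two-sided Fisher's exact test, lowest adjusted p = 0.968).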

CAZy genes induced by the addition of SOM extract differed between ECM species. Among the induced genes were LPMOs (formerly GH61), which catalyse the oxidative cleavage of cellulose (*L. bicolor*), GH12 endoglucanases (*P. croceum* and *L. bicolor*), a GH5‐7 mannanase (*S. luteus*), GH79 β‐glucuronidases, GH3 β‐glucosidases, which are involved in the cleavage of cellobiose to glucose, and various other hemicellulose‐ and starch‐related genes.

### Peptidases

Depending on the species, 4–13% of the SOM‐induced secretome constituted peptidases (Fig. S11; Table S11). Although the most common types were endopeptidases of the aspartate protease A1 subfamily, each species expressed a diverse set of endopeptidases (including subfamilies M36, S8 and S53) and exopeptidases (M28, S9 and S28). The variation in the expression patterns of peptidases among species was smaller than that of oxidoreductases. 

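Of the peptidases in Table S11, 120 proteins were 1:1 orthologues, of which 29 were up-regulated and 43 down-regulated on SOM. The lowest p for over- or under-representation among the up-regulated orthologues was in S. luteus, where none of 14 was up-regulated (two-sided Fisher's exact test, p = 0.00749, adjusted p = 0.255). That is the lowest p a set of 14 could give there for under-representation. Subfamilies M36, S28 and S8 each had a single 1:1 orthologue, so their counts do not describe other members of the subfamily. The M36 orthologue rose in 4 species and fell in none. After quantile normalization within species it rose in 2 and fell in 1, and after the shift to the folds of Tables S8 to S13 it fell in 1. Its largest log2 fold change was 0.65 in H. pinastri (protein 127002, SE 0.07, limma adjusted p = 2.3e-06). The S28 orthologue rose in 4 species and fell in none, with 1 fall after that shift, and was highest in L. bicolor (0.53). The S8 orthologue fell in 5 species and rose in none, with 1 rise after that shift. The lowest value was in subfamily S10, protein 8957 of H. cylindrosporum (-1.70), with values of only 4.26 ± 0.816 (SD, n = 3) on SOM and 16.3 ± 4.52 on MMN. Under the alternatives other than leaving out a replicate it ran from -1.77 to -0.87. Protein 113882 of H. pinastri, in family A01, stayed between -1.64 and -1.58, so which is lowest depends on the setting.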

A phylogenetic analysis of the A1 aspartate protease family showed that this family contained both gene duplicates shared with other species (i.e. orthologues) as well paralogues. Members of both categories were SOM‐up‐regulated (Fig. S12; Table S12).

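The A1 aspartate proteases in Table S12 included 6 1:1 orthologues with a protein in all 9 species. Of these 54 proteins, 16 were up-regulated and 26 down-regulated on SOM, and 12 had no detectable change. The log2 fold changes ran from -1.64 in H. pinastri (protein 113882, 4004 ± 111 on MMN and 1280 ± 16.2 on SOM, SD, n = 3) to 0.98.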

### Secondary metabolites

All nine examined fungi contained genes encoding enzymes with possible roles in the synthesis of secondary metabolites (Table S13). 

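Among the enzymes of Table S13, 1 was a 1:1 orthologue, an alpha-aminoadipate reductase listed for 7 species. It was up-regulated in 5 of them and down-regulated in 1, with 2 falls after quantile normalization within species and none after the shift to the folds of Tables S8 to S13. Its largest log2 fold change was 0.78 in H. pinastri (protein 92898, SE 0.04, limma adjusted p = 1.2e-09), from 3120 ± 82.9 to 5369 ± 183 (SD, n = 3).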

The total number of polyketide synthase and nonribosomal peptide synthetase genes varied from three to four in *L. bicolor* and *P. croceum* to 16 in *S. lacrymans*, and several of those genes were up‐regulated upon SOM decomposition (Fig. S13). With the exception of *C. puteana*, the Boletales species contained genes encoding quinone synthetases. Two of these genes were significantly up‐regulated in *P. involutus*, three were up‐regulated in *S. luteus* and one was up‐regulated in *H. pinastri*.

## Discussion

In one of the earliest articles on ECM symbiosis, Frank stated that there is ‘no doubt that mycorrhizal fungi account for a major fraction of litter turnover, in order to supply nutrients to the trees’ (translation from German) (Frank, 1894). However, ECM fungi have primarily been considered as biotrophs that obtain their energy and C from the host plant and have a limited capacity to affect the decomposition of organic material, and the decomposition of such material has been assumed to be carried out almost exclusively by free‐living saprotrophic fungi. The limited decomposing ability of ECM fungi is supported by recent findings showing that they have lost many of the genes that encode plant cell wall‐degrading enzymes in their saprotrophic ancestors (Kohler *et al*., 2015). However, here we demonstrate that ECM fungi representing at least four distant origins of symbiosis have retained a significant capacity to decompose SOM using oxidative mechanisms. Although recent laboratory and field studies suggest that ECM fungi can act as SOM decomposers (Rineau *et al*., 2012; Bödeker *et al*., 2014; Phillips *et al*., 2014; Lindahl & Tunlid, 2015), we show that this capacity is widespread in ECM fungi, expanding the roles of these fungi in the forest C cycle.

Spectroscopic analysis and genome‐wide transcriptome profiling showed that the decomposition of SOM by the analysed ECM fungi involved oxidative processes and that these processes were similar to those of saprotrophic fungi. The chemical changes in the organic material were reflected in marked modifications of the polysaccharide and carbonyl regions of the FTIR spectra. In particular, the decrease in the polysaccharide content coincided with an increase in C=O linkages, indicating partial oxidation of the material during its decomposition (Weiland & Guyonnet, 2003). The SOM decomposed by species within the Boletales clade was analysed using py‐GC/MS, which showed that the ECM species modified the side‐chain structures of lignin‐derived molecules, as expected by a Fenton mechanism similar to that of BR saprotrophs (Yelle *et al*., 2011). The detection of extracellular iron‐reducing activity further supported a Fenton mechanism (Hatakka & Hammel, 2010; Eastwood *et al*., 2011). Notably, all ECM species except *H. cylindrosporum* had extracellular iron‐reducing activity upon growth on the SOM extract, which agrees with experimental studies showing that Fenton chemistry is present in Agaricomycetes outside BR fungi (Tanaka *et al*., 2007; Gomez‐Toribio *et al*., 2009; Arantes *et al*., 2011). During SOM decomposition, the ECM fungi expressed a number of oxidoreductases (e.g. GMCOs and CROs) that are thought to be involved in generating H_2_O_2_ in Fenton‐type reactions in BR fungi (Martinez *et al*., 2009; Levasseur *et al*., 2013). Genes encoding enzymes more frequently connected with lignin decay in WR fungi were also expressed, including laccases, dye‐decolourizing PODs and haloperoxidases (Hatakka & Hammel, 2010; Hofrichter *et al*., 2010).

Though the observed oxidative modifications of the SOM during decomposition were similar across the examined ECM species, the extent of the oxidation differed and was related to the growth rate and the rate of N uptake by the ECM fungi. The rapidly growing, long‐distance‐exploration types oxidized SOM and assimilated N to a greater extent than did the slow‐growing, short‐ and medium‐distance‐exploration types. Differences in N uptake between exploration types have been observed in field studies using isotopes (Hobbie & Agerer, 2010). Despite the similarity in the chemical transformation of the SOM extract, each species expressed a different set of transcripts, which suggests that the decomposition mechanisms have diverged over evolutionary time. For the most part, the divergence in the SOM‐induced expression profiles increased with evolution: that is, closely related species displayed profiles that were more similar than distantly related species. This is expected not only because of the evolutionary distance between the examined ECM lineages but also because of the diverse nutritional backgrounds from which these ECM lineages have evolved (Matheny *et al*., 2006; Kohler *et al*., 2015). 

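Similarity of the SOM response was measured as the Pearson correlation, across orthologues, of the log2 fold changes of each pair of species. The 11 pairs within a clade averaged 0.157 ± 0.0857 (SD) and the 25 pairs between clades 0.124 ± 0.102 (SD). Their difference of 0.0334 did not stand out among the 756 possible assignments of the species to clades (exact permutation test, one-sided, p = 0.19). All pairs within a clade were of Boletales, except L. bicolor with H. cylindrosporum, so the comparison rests mainly on the Boletales. The correlation was 0.268 for P. involutus with S. luteus and 0.247 for P. involutus with H. pinastri. Their order held without replicate 1 or 2 and reversed without replicate 3, at 0.238 and 0.254. The highest, 0.323, was between H. pinastri and L. bicolor, and the lowest, -0.181, between C. puteana and P. croceum. The expression profiles on SOM, a comparison chosen after seeing the data, did differ by clade, with Euclidean distances of 59.6 ± 3.55 (SD) within and 65.9 ± 3.22 between clades (exact permutation test, one-sided, p = 0.00132, the smallest possible). From the different set of transcripts in each species, the paper proposes that the mechanisms of decomposition diverged during evolution.

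**Figure D3:**
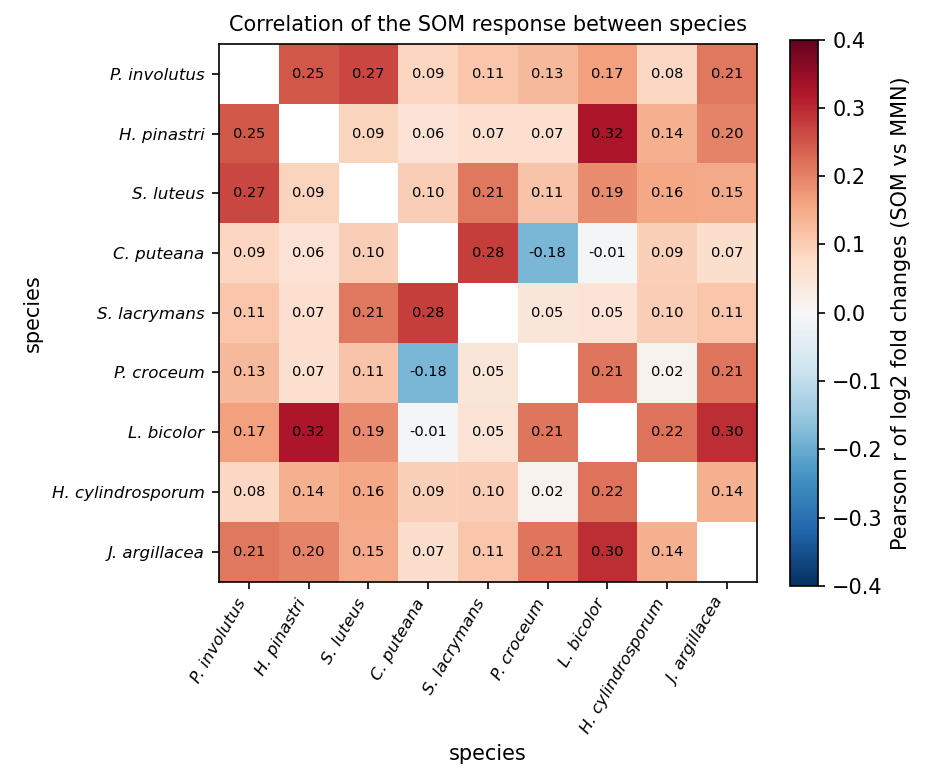
Pearson correlation of the log2 fold changes (SOM against MMN) of the 3148 orthologues between each pair of species, as colour and number. The highest is 0.323 (H. pinastri and L. bicolor) and the lowest -0.181 (C. puteana and P. croceum).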

Analysis of the phylogenetic distribution of the SOM‐up‐regulated genes indicates that the diversification of the decomposition mechanism involves several evolutionary processes. 

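The change on SOM differed between species, by a limma F-test of the 8 interaction terms, for 3121 of the 3148 orthologues at an adjusted p under 0.01. The lowest number under the alternatives was 3021, without replicate 2. In the comparisons by species, 3134 orthologues were regulated in at least 1 species. Of all 3148, 2438 (77.4%) were up-regulated in some species and down-regulated in others. No number expected with random directions was calculated for this count, so by itself it does not show divergence. It also depends on the scale of the SOM values. With only the directions shuffled, 271 orthologues were up-regulated in at least 5 species on average, fewer than the 420 observed.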

First, diversification is associated with differences in the regulation of orthologues genes that are shared between distantly related species. Second, the decomposition mechanism has evolved by incorporating enzymes from different families with apparently similar catalytic properties. For example, the examined species expressed genes encoding various enzymes from the laccase, GMCO and CRO gene families that all could presumably generate the H_2_O_2_ that is needed for Fenton chemistry. Third, diversification is associated with the expression of species‐specific genes. Such genes include recent gene duplicates (i.e. paralogues) of gene families that are conserved across the Agaricomycetes, as exemplified by the laccase gene family, but also orphans which lack both Pfam domains and homologues in other species.

The observed species‐specific changes in gene expression levels within the Boletales suggest that selection may shape oxidative decomposition mechanisms over a short evolutionary time. Whether *P. involutus* and *S. luteus* represent two independently evolved ECM lineages, or a single ECM origin and a reversal to saprotrophy in *H. pinastri*, is not clear (Kohler *et al*., 2015). Hence, the similar oxidative decomposition mechanisms of *P. involutus* and *S. luteus* might be a result of convergent evolution from two independent saprotrophic ancestors. Alternatively, if the ECM lifestyle evolved only once between *P. involutus* and *S. luteus*, then the saprotrophic decomposition mechanism of *H. pinastri* represents a reversal from an ECM ancestor. Such an ancestor probably contained a larger array of genes encoding saprotrophy‐related enzymes such as LPMOs or GH28 pectinases than do the extant ECM Boletales (Kohler *et al*., 2015).

The extensive SOM‐induced expression of laccases and the expansion of this family in the genomes of ECM fungi as compared with that in the BR wood decayers suggest that laccases play an important role in the decomposition of SOM. This possibility is supported by the fact that laccases have low redox potentials that are suitable for oxidizing small lignin‐ and phenolic‐like compounds present in SOM (Martinez *et al*., 2005; Hatakka & Hammel, 2010). By contrast, in the absence of low‐molecular‐weight redox mediators, laccases cannot depolymerize macromolecular lignin found in native wood substrates (Martinez *et al*., 2005; Hatakka & Hammel, 2010). However, in addition to their possible involvement in the degradation of organic material, laccases may also have several other functions in fungi, for example in pigment formation, fruiting body development, defence reactions and detoxification (Kües & Ruhl, 2011).

An implication from this study is that the presently used methods for measuring the decomposition activities of ECM fungi in the field that are based on measuring enzyme activities or transcript levels of oxidases such as laccases, phenol oxidases and class II PODs (e.g. Bödeker *et al*., 2014; Phillips *et al*., 2014) do not capture the diversity of oxidative mechanisms. Our results suggest that ECM fungi decompose SOM using mechanisms involving the action of both oxidative enzymes and oxygen radicals formed by nonenzymatic Fenton reactions. Further studies are needed to identify the key enzymes and molecular components of these oxidation reactions, and how their expression levels correlate with the chemical modifications of SOM. Data from such experiments will probably generate novel biomarkers that can accurately predict the decomposition activities of ECM fungi *in situ*.

In agreement with previous studies, addition of glucose stimulated the oxidative decomposition of organic matter in both ECM fungi (Rineau *et al*., 2012) and BR fungi (Varela *et al*., 2003). Accordingly, radical‐based oxidation mechanisms in ECM and saprotrophic fungi can be described as co‐metabolic processes that require growth on a source of utilizable C and energy. In saprotrophs, metabolic C is liberated from dead organic matter by the action of hydrolytic enzymes, such as CAZymes. Polysaccharides were decomposed by *H. pinastri* and *C. puteana* during growth on the SOM extract (Fig. 2c). However, the very low extent of oxidation of the SOM extract in the absence of glucose suggests that the amount of C that was released during the limited time of incubation (7 d) was too low to support significant levels of oxidation. In ECM fungi, metabolic C is primarily provided by the plant host and the overall reduced number of genes coding for cell‐wall‐degrading enzymes in ECM species (Kohler *et al*., 2015) seems to support this. This hypothesis is also supported by field studies showing that ECM root tips only accumulate trace levels of ^14^C‐labelled leaf litter (Treseder *et al*., 2006). That ECM fungi obtain most of the C from their host plant is also indicated by ^14^C dating showing that the structural C was synthesized from recent photosynthate while proteins of ECM sporocarps were built from older pools of soil organic N (Hobbie *et al*., 2013). In addition, progressive increases in C : N ratios during ECM colonization of organic matter support selective assimilation of N (Lindahl *et al*., 2007; Clemmensen *et al*., 2013). However, upon growth on the SOM extract, the ECM species in our data set expressed low levels of a few CAZymes (e.g. mannanases and endoglucanses) involved in plant cell wall decomposition. This suggests that some hydrolytic decomposition of carbohydrates could have taken place during SOM decomposition. In saprophytic fungi, the expression of plant cell wall‐degrading CAZymes is commonly repressed in the presence of glucose (Aro *et al*., 2005). Additional studies are needed to show if such enzymes are repressed in a similar way in ECM fungi and if their activity can release metabolic C during SOM decomposition.

Taken together, the results of this study suggest that the primary function of the oxidative decomposition system of ECM fungi is to open up SOM complexes and thereby mobilize sequestered proteins and other nutrient sources. However, the oxidation may also influence the functionality of the SOM and the stability of soil C. Oxidative transformations can make the SOM available for further degradation by saprotrophic microorganisms that contain the enzymatic machinery for depolymerization and complete mineralization. Alternatively, oxidation of biomolecules present in the aqueous pool of SOM will enhance their polarity and chemical reactivity, and such modifications could promote the formation of stable supramolecular aggregates or organic matter–mineral complexes (Kleber & Johnson, 2010; Kleber *et al*., 2015). These processes and the widespread presence of ECM fungi (Högberg & Högberg, 2002) suggest that ECM fungi can have an important role in the turnover and stabilization of organic matter in forest soils.

## Author contributions

F.S., C.N., T.J., P.P. and A.T. designed the research; F.S., C.N., M.E., F.R., M.S., R.C., T.J., P.P. and A.T. performed the research; F.S., C.N., J. Braesel, M.S., F.R., B.C., D.F., G.L., J. Bentzer, D.H., B.H., D.A., T.J., D.S.H., F.M., P.P. and A.T. analysed the data; F.S., C.N., D.F., T.J., P.P. and A.T. wrote the paper.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any supporting information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Assimilation of C and N by the fungi during growth on SOM extract.
**Fig. S2** PCA loadings of the FTIR spectra of the SOM.
**Fig. S3** The effects of glucose on SOM decomposition by *Coniophora puteana*,* Hydnomerulius pinastri*,* Paxillus involutus* and *Suillus luteus*.
**Fig. S4** Iron‐reducing activity produced during growth on SOM extracts.
**Fig. S5** PCA based on the expression patterns of orthologues.
**Fig. S6** Neighbour‐joining gene expression trees.
**Fig. S7** Phylogenetic distribution of SOM‐up‐regulated genes.
**Fig. S8** Expression profiles of genes encoding AAs.
**Fig. S9** Expression profiles of genes encoding peroxidases and tyrosinases.
**Fig. S10** Expression profiles of genes encoding selected CAZymes.
**Fig. S11** Expression profiles of genes encoding extracellular peptidases.
**Fig. S12** Phylogeny and expression patterns of aspartate proteases.
**Fig. S13** Expression profiles of selected genes encoding biosynthetic enzymes involved in secondary metabolism.
**Table S1** Fungi used in this study and the assessment of the transcribed fraction of their genomes based on RNA‐Seq data
**Table S2** Carbon and nitrogen concentrations of the SOM extract
**Table S3** List of pyrolytic compounds identified by py‐GC/MS analysis of the SOM extract
**Table S4** Numbers of gene models in various (co)‐orthologous groups
**Table S5** Numbers of highly SOM‐up‐regulated genes
**Table S6** Annotation of highly SOM‐up‐regulated orthologues
**Table S7** Protein families found among the highly SOM‐up‐regulated orthologues Click here for additional data file.

**Table S8** Gene models of AAs
**Table S9** Gene models of peroxidases and tyrosinases
**Table S10** Gene models of CAZymes
**Table S11** Gene models of peptidases
**Table S12** Gene models encoding aspartate peptidases
**Table S13** Gene models of natural‐product biosynthesis enzymes Click here for additional data file.

# Supplementary material for: Ectomycorrhizal fungi decompose soil organic matter using oxidative mechanisms adapted from saprotrophic ancestors
**Source:** New Phytol. 2015 Nov 3;209(4):1705–19. doi: 10.1111/nph.13722
**Supplement:** Supplementary file 1 — Fig. S1 Assimilation of C and N by the fungi during growth on SOM extract. Fig. S2 PCA loadings of the FTIR spectra of the SOM. Fig. S3 The effects of glucose on SOM decomposition by Coniophora puteana, Hydnomerulius pinastri, Paxillus involutus and Suillus luteus. Fig. S4 Iron‐reducing activity produced during growth on SOM extracts. Fig. S5 PCA based on the expression patterns of orthologues. Fig. S6 Neighbour‐joining gene expression trees. Fig. S7 Phylogenetic distribution of SOM‐up‐regulated genes. Fig. S8 Expression profiles of genes encoding AAs. Fig. S9 Expression profiles of genes encoding peroxidases and tyrosinases. Fig. S10 Expression profiles of genes encoding selected CAZymes. Fig. S11 Expression profiles of genes encoding extracellular peptidases. Fig. S12 Phylogeny and expression patterns of aspartate proteases. Fig. S13 Expression profiles of selected genes encoding biosynthetic enzymes involved in secondary metabolism. Table S1 Fungi used in this study and the assessment of the transcribed fraction of their genomes based on RNA‐Seq data Table S2 Carbon and nitrogen concentrations of the SOM extract Table S3 List of pyrolytic compounds identified by py‐GC/MS analysis of the SOM extract Table S4 Numbers of gene models in various (co)‐orthologous groups Table S5 Numbers of highly SOM‐up‐regulated genes Table S6 Annotation of highly SOM‐up‐regulated orthologues Table S7 Protein families found among the highly SOM‐up‐regulated orthologues

## **New Phytologist Supporting Information**

**Article title: Ectomycorrhizal fungi decompose soil organic matter using oxidative mechanisms adapted from saprotrophic ancestors**

Authors: Firoz Shah, César Nicolás, Johan Bentzer, Magnus Ellström, Mark Smits, Francois Rineau, Björn Canbäck, Dimitrios Floudas, Robert Carleer, Gerald Lackner, Jana Braesel, Dirk Hoffmeister, Bernard Henrissat, Dag Ahrén, Tomas Johansson, David S. Hibbett, Francis Martin, Per Persson and Anders Tunlid

Article acceptance date: 22 September 2015

The following Supporting Information is available for this article:

**Fig. S1** Assimilation of C and N by the fungi during growth on SOM extract.

**Fig. S2** PCA loadings of the FTIR spectra of the SOM.

**Fig. S3** The effects of glucose on the SOM decomposition by *C. puteana*, *H. pinastri*, *P. involutus* and *S. luteus*.

**Fig. S4** Iron-reducing activity produced during growth on SOM extracts.

**Fig. S5** PCA based on the expression patterns of orthologues.

**Fig. S6** Neighbour-joining gene expression trees.

**Fig. S7** Phylogenetic distribution of SOM-upregulated genes.

**Fig. S8** Expression profiles of genes encoding auxiliary redox activities/enzymes (AAs).

**Fig. S9** Expression profiles of genes encoding peroxidases and tyrosinases.

**Fig. S10** Expression profiles of genes encoding selected carbohydrate-modifying enzymes (CAZymes).

**Fig. S11** Expression profiles of genes encoding extracellular peptidases.

**Fig. S12** Phylogeny and expression patterns of aspartate proteases.

**Fig. S13** Expression profiles of selected genes encoding biosynthetic enzymes involved in secondary metabolism.

**Table S1** Fungi used in this study and the assessment of the transcribed fraction of their genomes based on RNA-Seq data.

**Table S2** Carbon and nitrogen concentrations of the SOM extract.

**Table S3** List of pyrolytic compounds identified by py-GC/MS analysis of the SOM extract.

**Table S4** Numbers of gene models in various (co)-orthologous groups.

**Table S5** Numbers of highly SOM-upregulated genes.

**Table S6** Annotation of highly SOM-upregulated orthologues.

**Table S7** Protein families found among the highly SOM-upregulated orthologues.

**Table S8** Gene models of auxiliary redox enzymes (AAs). (Excel file)

**Table S9** Gene models of peroxidases and tyrosinases. (Excel file)

**Table S10** Gene models of CAZymes. (Excel file)

**Table S11** Gene models of peptidases. (Excel file)

**Table S12** Gene models encoding aspartate peptidases. (Excel file)

**Table S13** Gene models of natural-product biosynthesis enzymes. (Excel file)

**Fig. S1** Assimilation of C and N by the fungi during growth on SOM extract. **(A)** Correlation of C and N uptake based on the TOC/TN content (c.f. Table S2). Bars indicate  $\pm$  SE ( $n=3$ ). The species abbreviations are listed in Table S1. **(B)** The increase in radial growth of the mycelia during the experiment. *L. bicolor* and *J. argillacea* were growing into the medium, whereas the mycelia of all other fungi were growing on the surface of the glass beads. *S. lacrymans* grew as a thin and rapidly expanding mycelium.

**(A)**

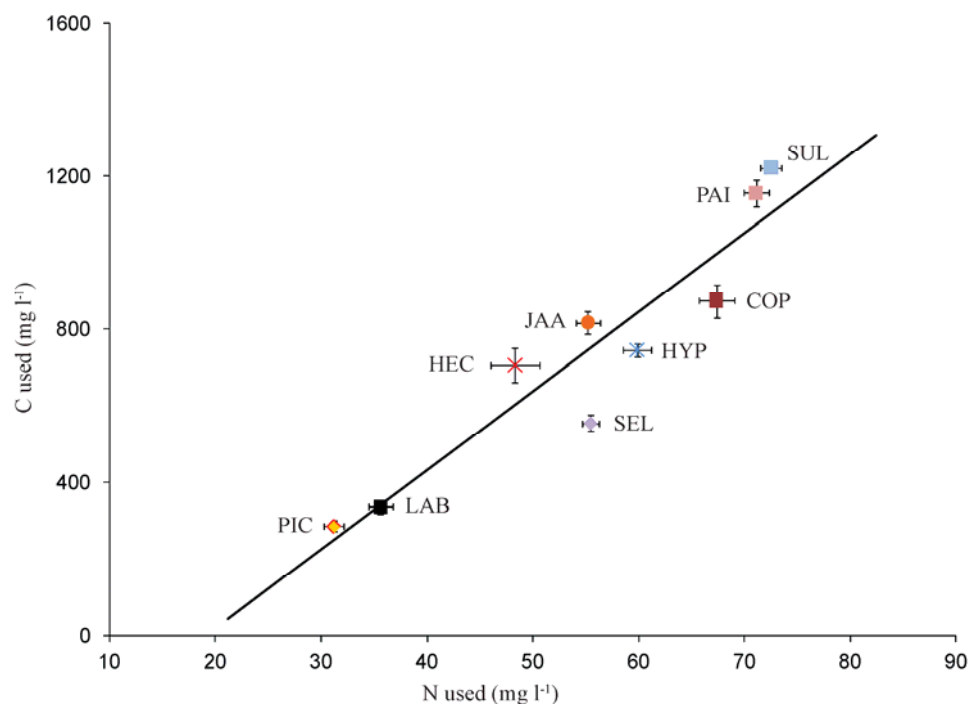

**(B)**

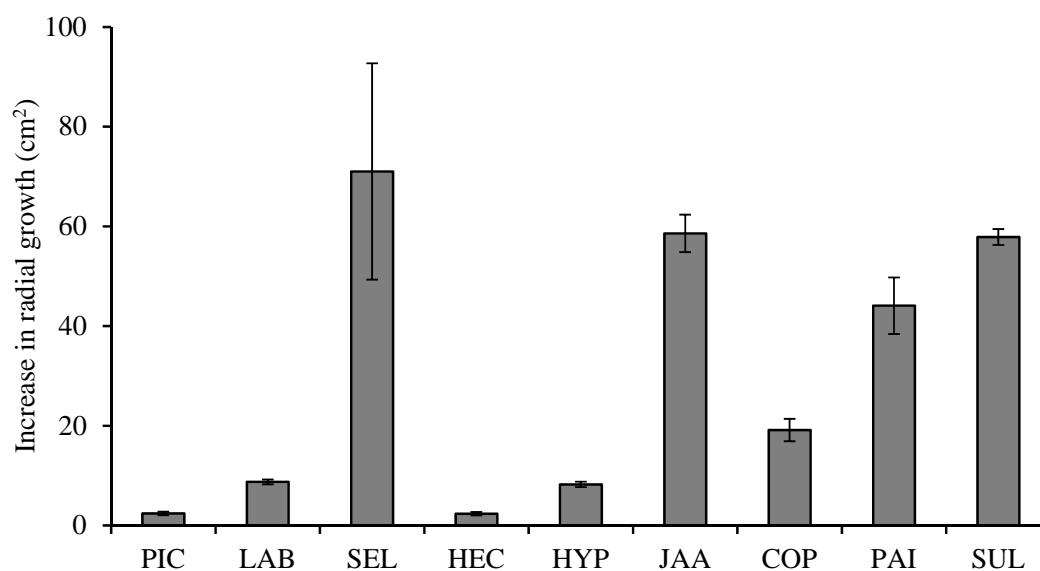

**Fig. S2** PCA loadings of the FTIR spectra of the SOM extract. Shown are the PCA loadings of the FTIR spectra of the SOM extract before the inoculation (initial material) and after 7 days of incubation with different ECM and saprophytic fungi. PC1 and PC2 refer to principal components 1 and 2, respectively. Refer to main text and Fig. 2a and 2b for more details.

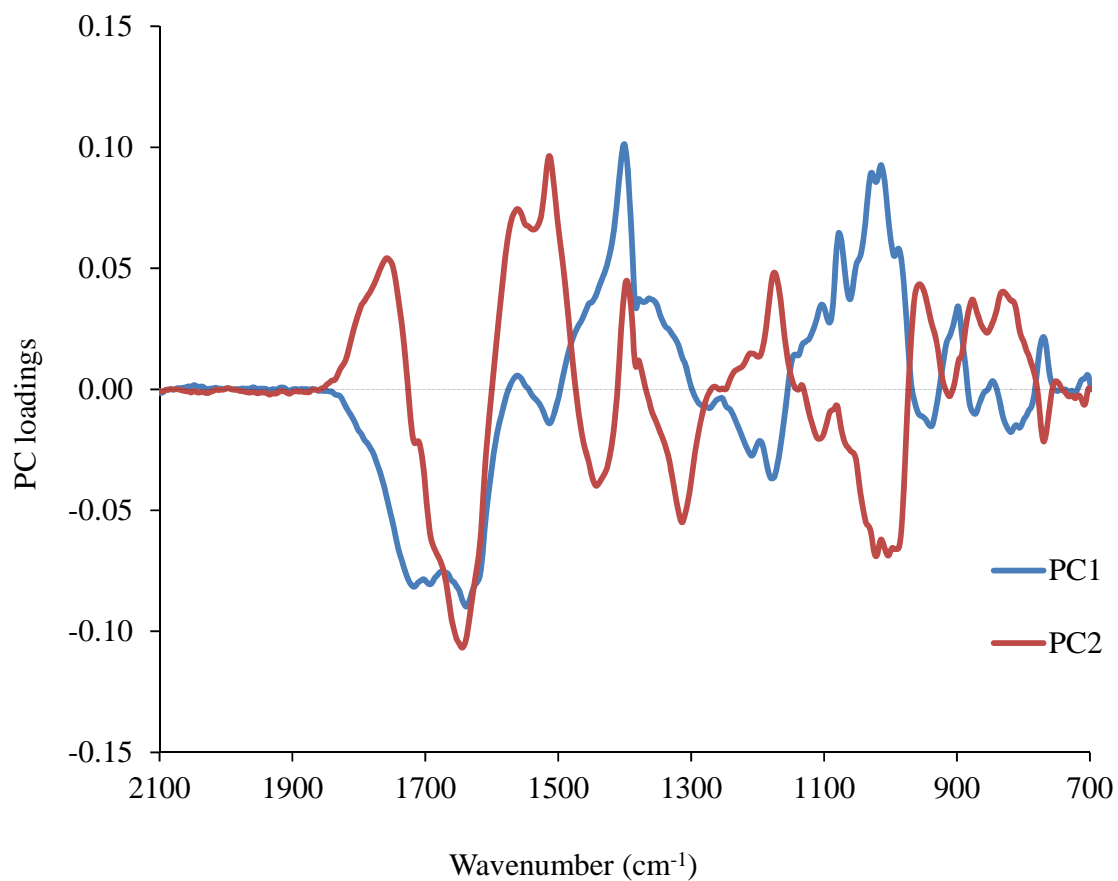

**Fig. S3** The effects of glucose on the SOM decomposition by *C. puteana*, *H. pinastri*, *P. involutus* and *S. luteus*. The figure shows the FTIR spectra of the SOM extract without glucose being supplemented, before (green line) and after 7 days of incubation (red line). All spectra have been normalized to the same total area over the wavenumber region displayed ( $n=3$ ). Spectral changes in the SOM extracts were not in general marked after the incubation with fungi, although those incubated with *C. puteana* showed an increase of the carbonyl region at  $1710\text{ cm}^{-1}$  accompanied by a decrease of the spectral region at  $1350 - 1450\text{ cm}^{-1}$ .

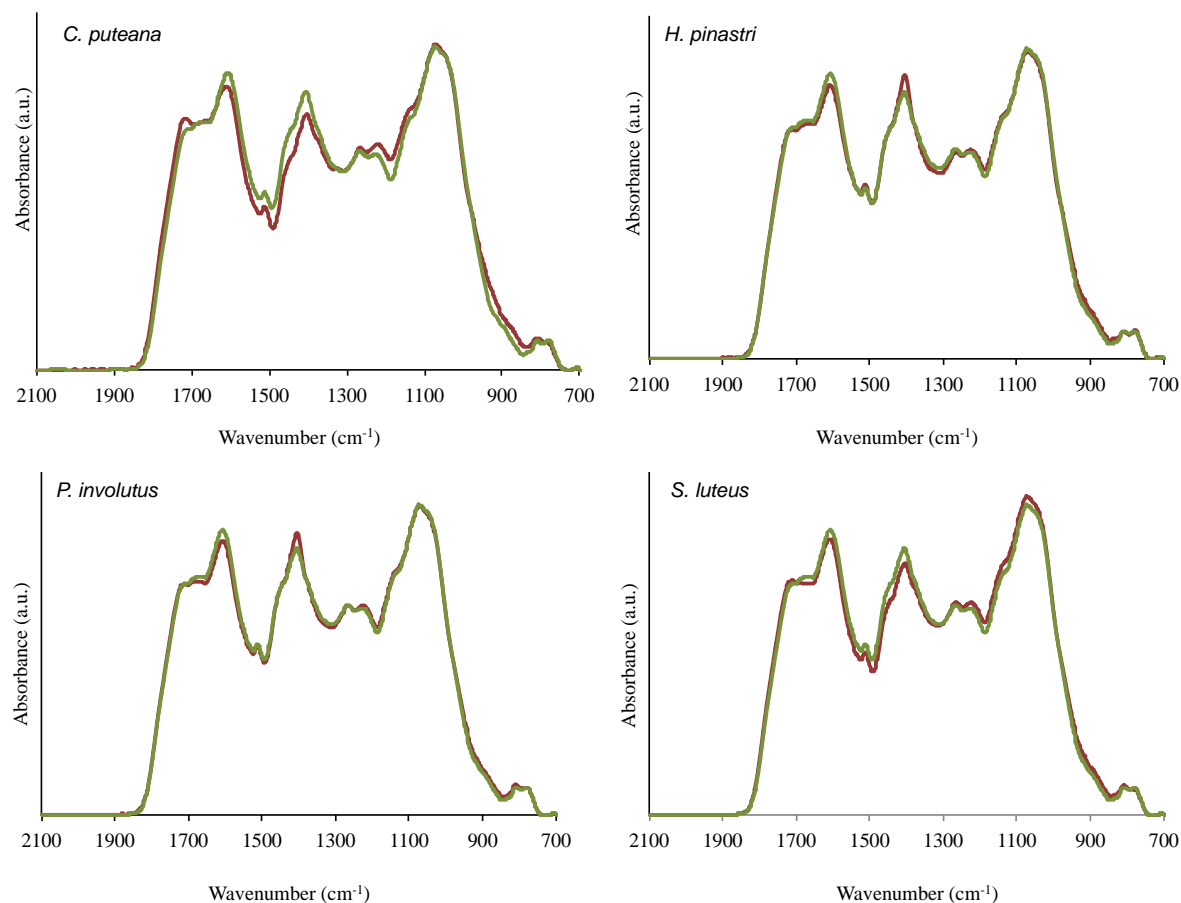

**Fig. S4** Iron-reducing activity produced during growth on SOM extracts. Ferrozine assay measurement of SOM extract after incubation with 9 fungal species for 7 days. Bars indicate  $\pm$  SE ( $n=3$ ). The species abbreviations are listed in Table S1.

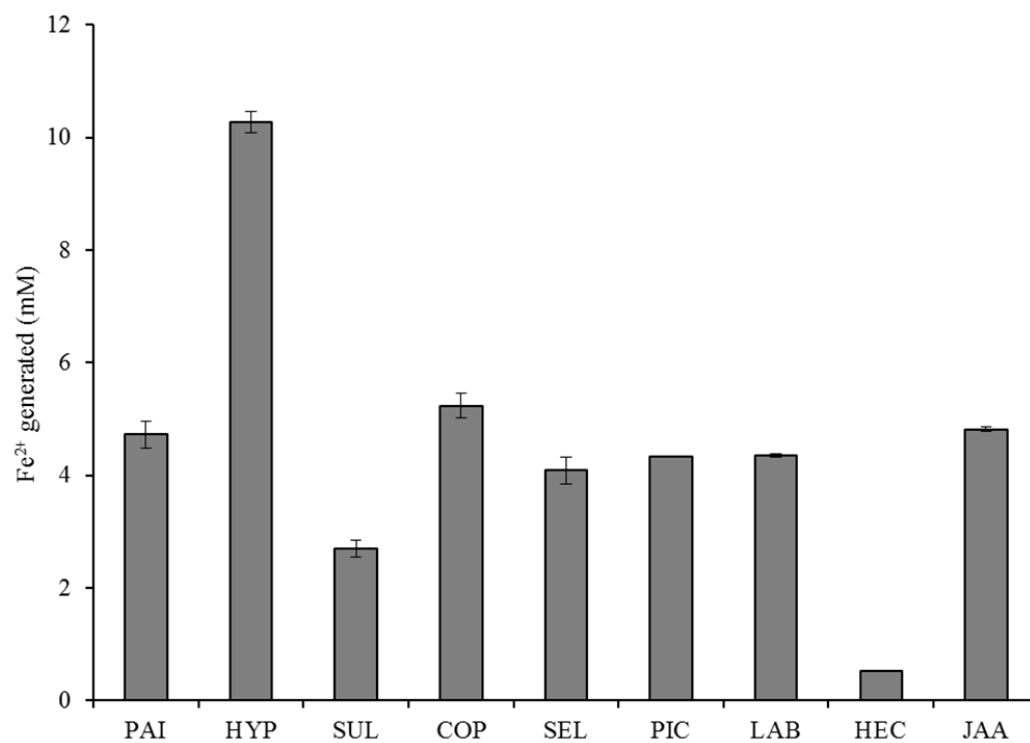

**Fig. S5** PCA based on the expression patterns of orthologues. The expression analyses are based on the normalized expression levels from RNA-Seq data representing 3148 orthologues during growth on SOM (FH) and mineral nutrient medium (MMN) (all 3148 orthologues showed a false-discovery rate  $q < 0.01$ ). Each point in the PCA represents one species and one out of three replicates ( $n=3$ ). The proportions of the variance explained by the principal components are indicated on each axis. The species abbreviations are listed in Table S1. In the top panel, the fungal species and their phylogeny are indicated. The bottom panel shows the same PCA as in the top panel, but the growth substrates are indicated.

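A limma F-test over the 18 groups of species and medium gave an adjusted p under 0.01 for 3148 of 3148 orthologues. Of 100 random assignments of the samples to the groups, the real one included, none of the others gave more than 8.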

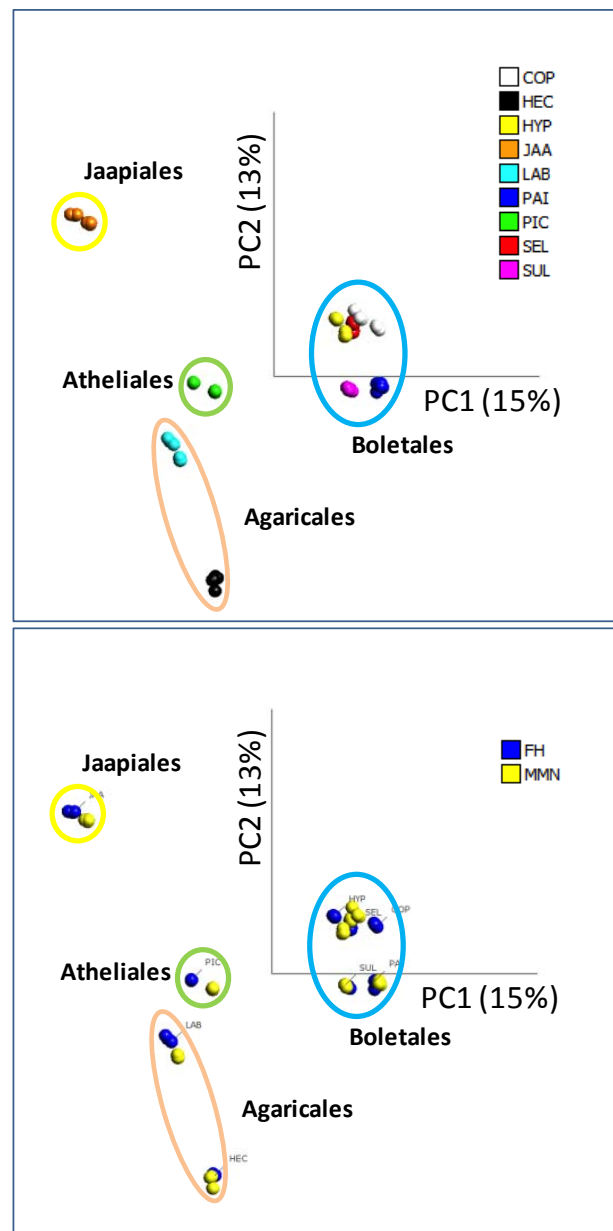

**Fig. S6** Neighbour-joining gene expression trees. The gene expression trees are based on pairwise distance matrices between the fungi grown in SOM extract (FH) ( $n=3$ ) *versus* mineral nutrient medium (MMN) ( $n=3$ ). Sample distances between expression profiles were calculated as **(A)** Euclidian distances or **(B)** as  $(1 - p)$  where  $p$  is the Spearman's correlation coefficient. Bootstrap analysis was performed using 1000 replicates. Both trees were rooted with the *Jaapia argillacea* (JAA) FH and MMN samples. More details about the analysis in the main manuscript. The species abbreviations are listed in Table S1.

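Rebuilt here with the Spearman distance, the tree again paired P. involutus with S. luteus, and paired H. pinastri with C. puteana in 82.6% of the resamplings. S. lacrymans joined P. involutus and S. luteus in 76.6%, whereas with Euclidean distances it joined the other pair in 49.5%. With Euclidean distances after quantile normalization or scaling to unit variance it joined P. involutus and S. luteus too, in 36.5% and 59.5%. The Agaricales had 83.5% with the Spearman distance.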

**(A)**

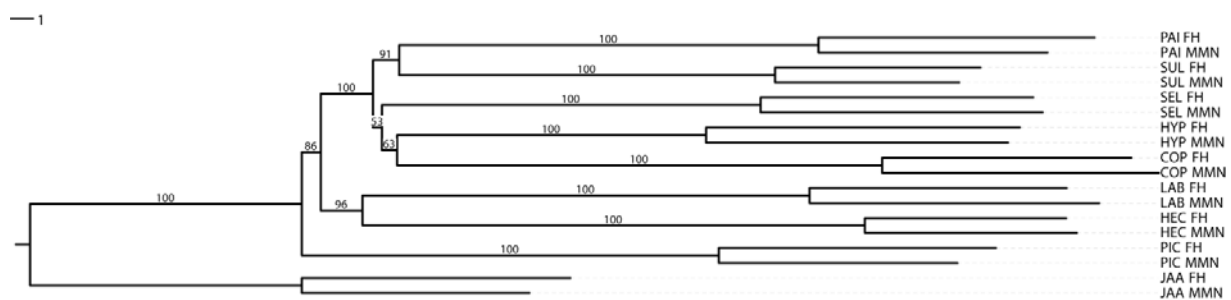

**(B)**

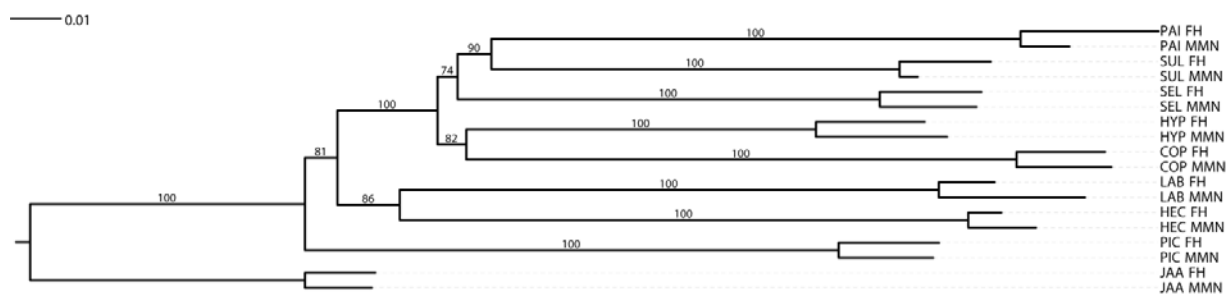

**Fig. S7** Phylogenetic distribution of SOM-upregulated genes. The panel shows the expression and presence of SOM-upregulated genes in orthologous groups (rows, fold change >5 of pairwise comparisons in SOM extract *versus* MMN medium,  $q < 0.01$ ,  $n = 3$ ) shared by at least two species (columns). The species abbreviations and clade affiliations (colour coded) are shown in the legend of Fig. 1. The size of the circles indicates the number of genes (if any) found in the orthologous groups within a given species and the black slice is proportional to the number of upregulated genes. The panels show orthologous group that were upregulated only in *C. puteana* (COP), *S. lacrymans* (SEL), *P. croceum* (PIC), *L. bicolor* (LAB), *H. cylindrosporum* (HEC) and *J. argillacea* (JAA). Orthologous groups that were upregulated in *P. involutus* (PAI), *H. pinastri* (HYP) and *S. luteus* (SUL), respectively and those upregulated in several species are shown in Fig. 3 (main manuscript). Annotations of the orthologue clusters are shown in Table S6.

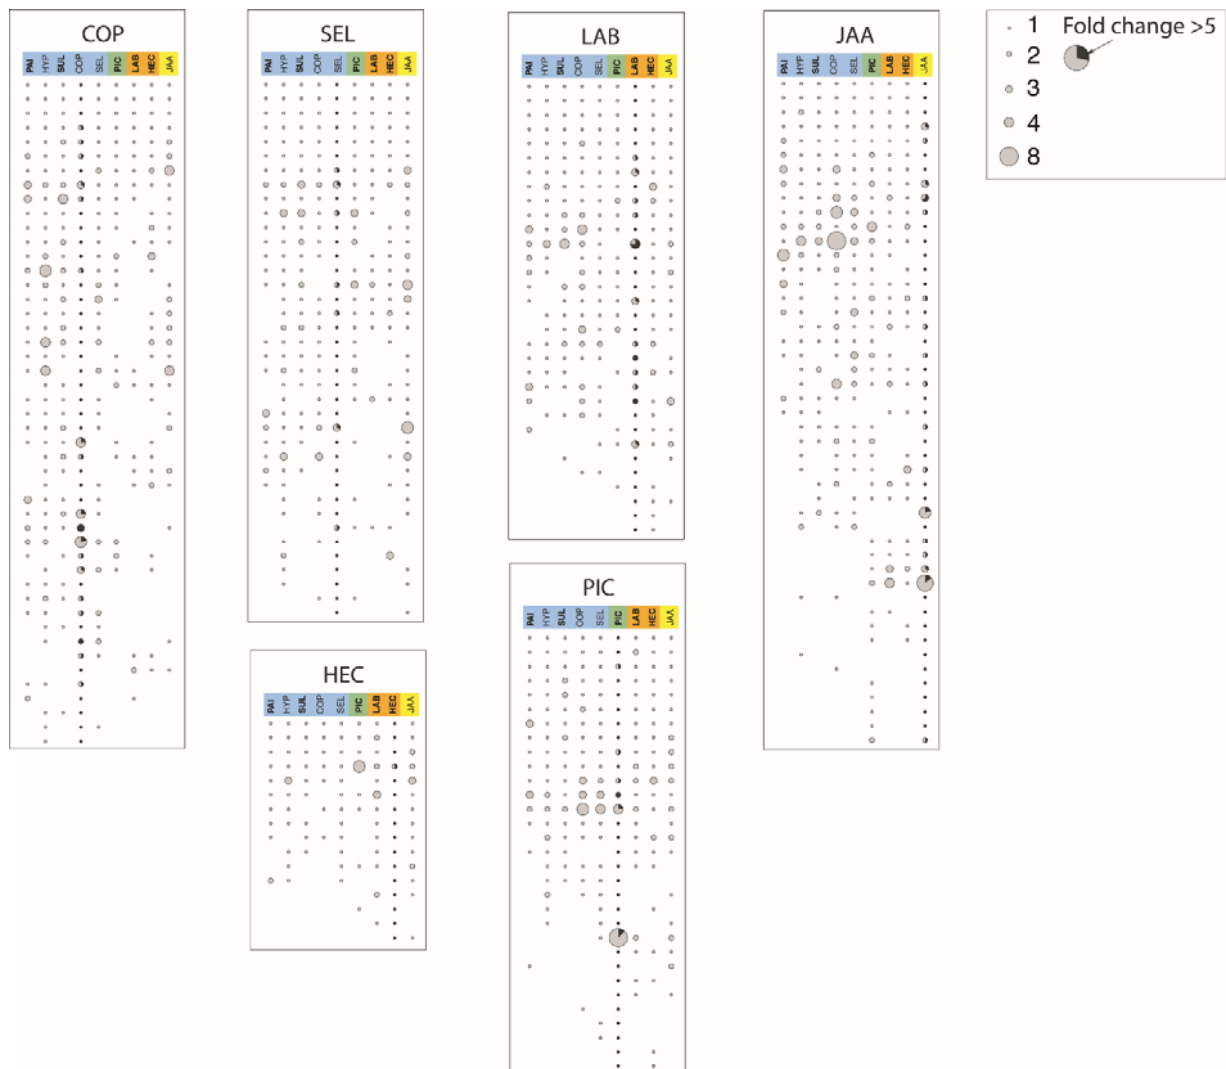

**Fig. S8** Expression profiles of genes encoding auxiliary redox activities/enzymes (AAs). Shown is the average ratio of expression ( $n=3$ ) of pairwise comparisons in media containing SOM extract *versus* mineral nutrient medium (MMN) as determined by RNA-Seq. Within each sub-panel, one for each species, the small boxes are representing individual gene models and the color shows the normalized fold change according to the color code below the panel. The species abbreviations are listed in Table S1. The gene models are listed in Table S8.

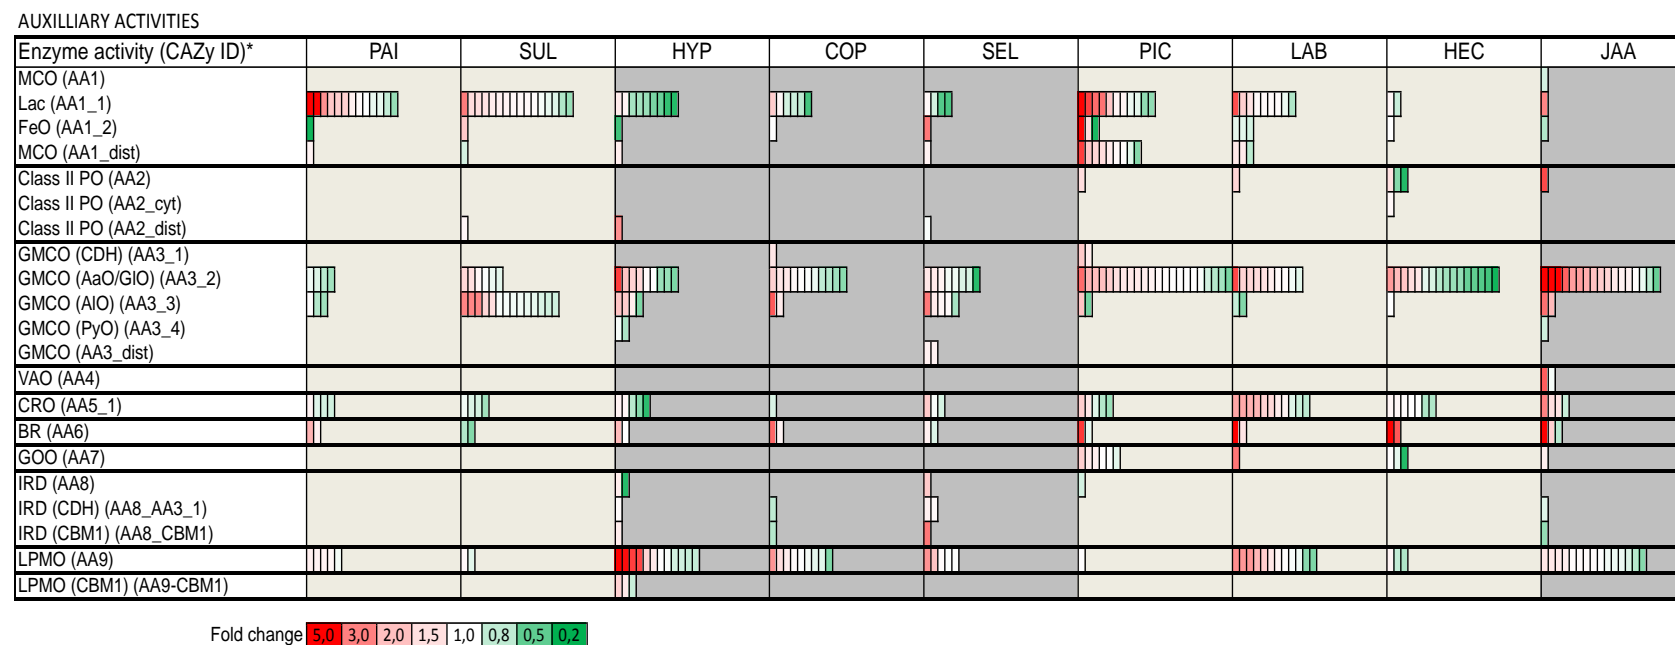

\*MCO, Multicopper oxidase; Lac, Laccase; FeO, Ferroxidase; Class II PO, Class II Peroxidase; CDH, Cellobiose dehydrogenase; GMCO, GMC oxidoreductase; AaO, Aryl-alcohol oxidase; GIO, Glucose oxidase; AIO, Alcohol oxidase; PyO, Pyranose oxidase; VaO, Vanillyl-alcohol oxidase; CRO, copper-radical oxidase; BR, 1,4-Benzoquinone reductase; GOO, Glucooligosaccharide oxidase; IRD, Iron-reductase domain; LPMO, Lytic polysaccharide monooxygenase (formerly GH61); CBM1, Carbohydrate-binding module family 1 protein.

**Fig. S9** Expression profiles of genes encoding peroxidases and tyrosinases. Shown is the average ratio of expression ( $n=3$ ) of pairwise comparisons in media containing SOM extract of *versus* mineral nutrient medium (MMN) as determined by RNA-Seq. Within each sub-panel, one for each species, the small boxes are representing individual gene models and the color shows the normalized fold change according to the color code below the panel. The species abbreviations are listed in Table S1. The gene models are listed in Table S9.

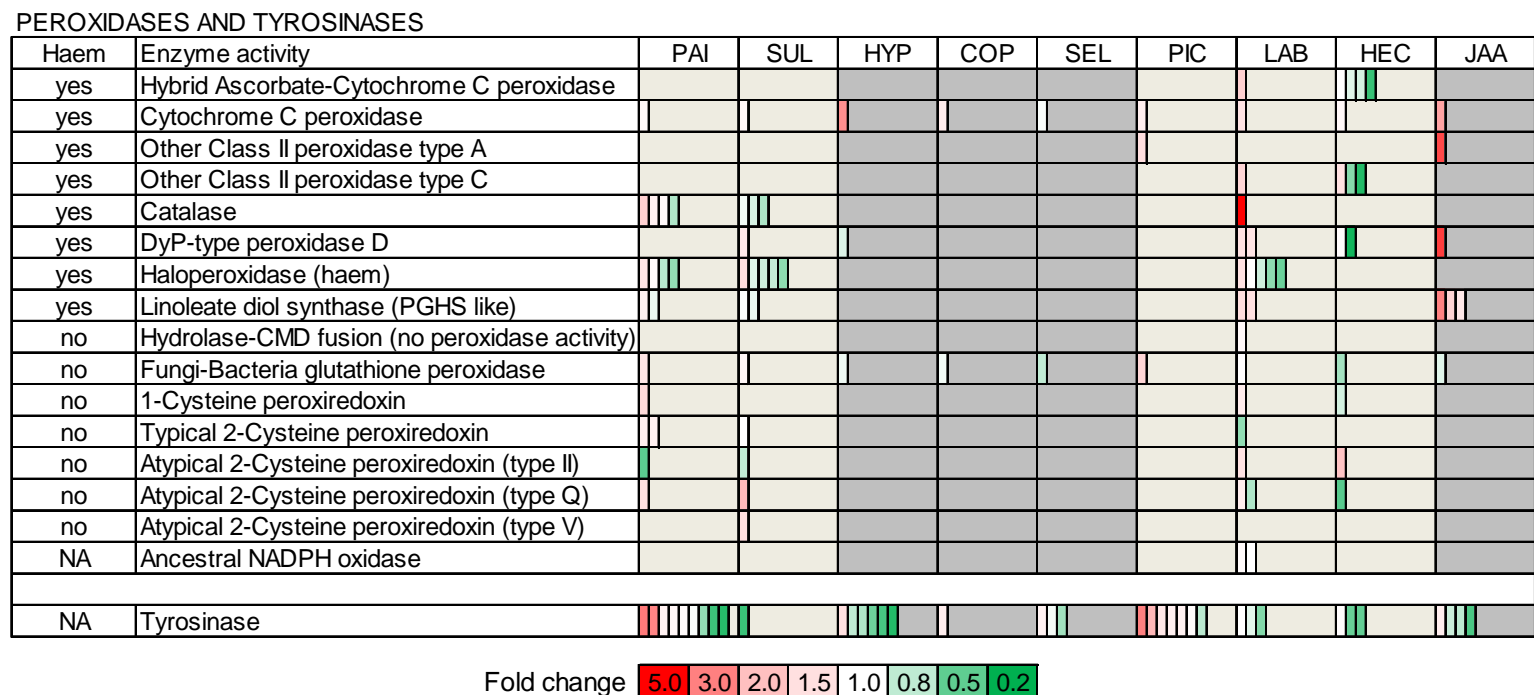

**Fig. S10** Expression of genes encoding selected carbohydrate-modifying enzymes (CAZymes). Shown is the expression patterns of CAZymes expected to target cellulose, hemicelluloses. The species abbreviations are listed in Table S1. The gene models are listed in Table S10. **(A)** The average ratio of expression ( $n=3$ ) of pairwise comparisons in media containing SOM extract *versus* mineral nutrient medium (MMN) as determined by RNA-Seq. Within each sub-panel, one for each species, the small boxes are representing individual gene models and the color shows the normalized fold change according to the color code below the panel.

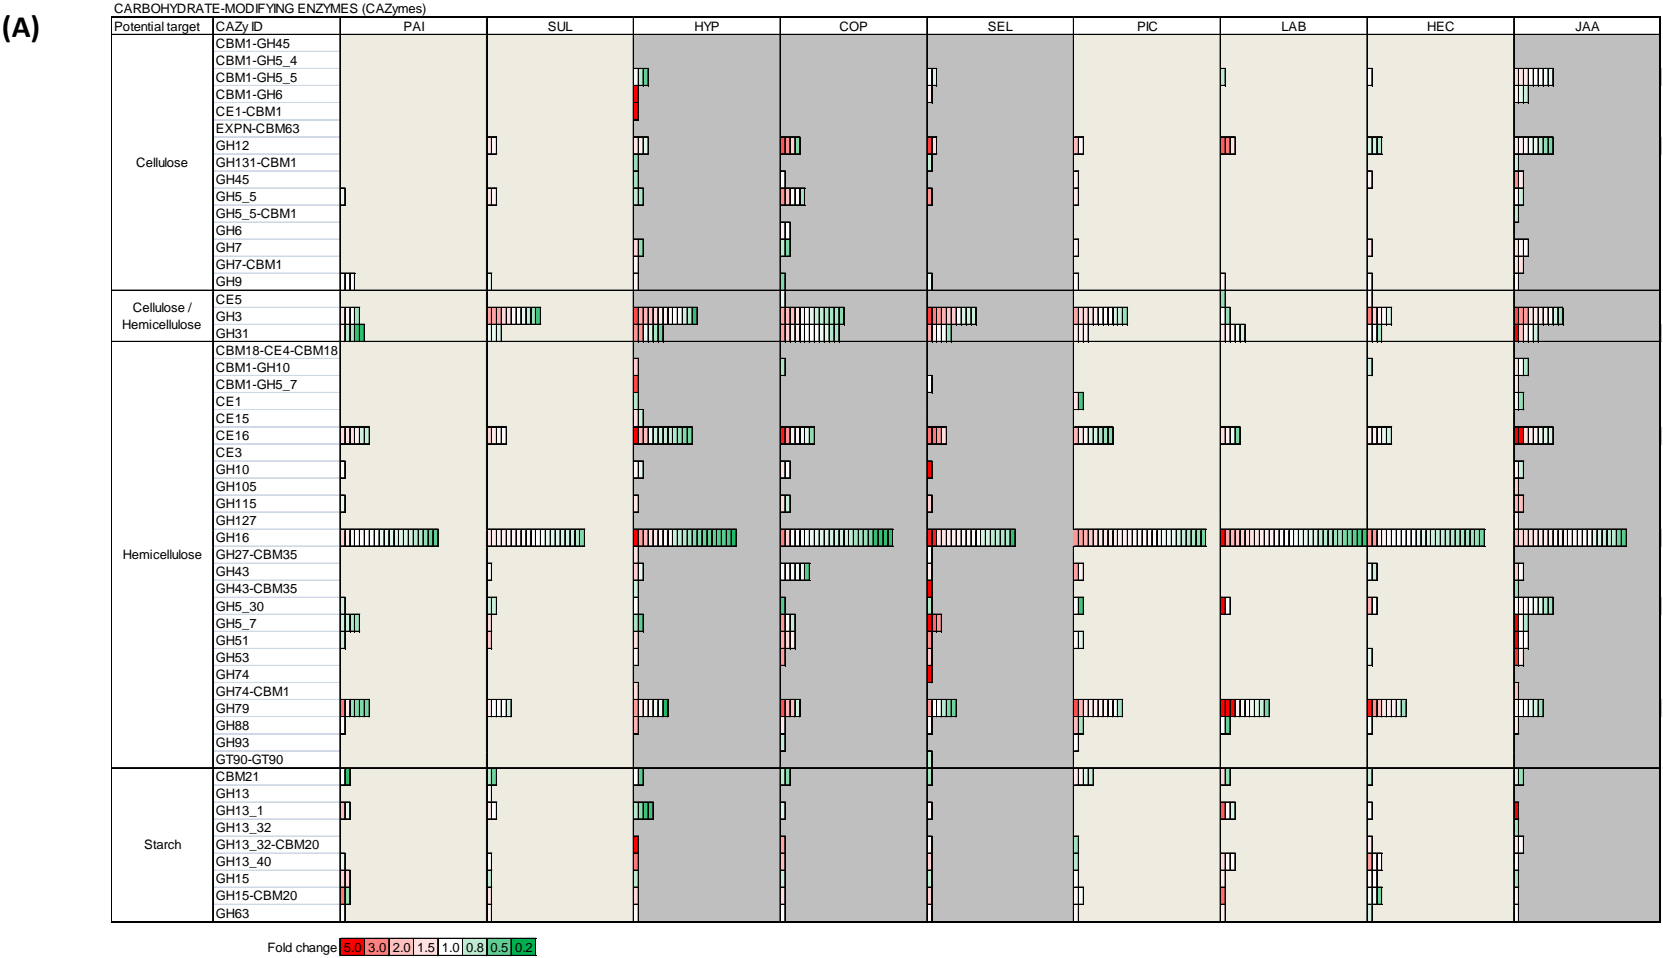

**Fig. S10 (cont.) (B)** The number of gene models found in the genomes (“Genome”), being SOM-upregulated (“SOM-Up (all)”) or being at least twofold SOM-upregulated ( $q < 0.01$ ,  $n = 3$ , SOM versus MMN).

**(B)**

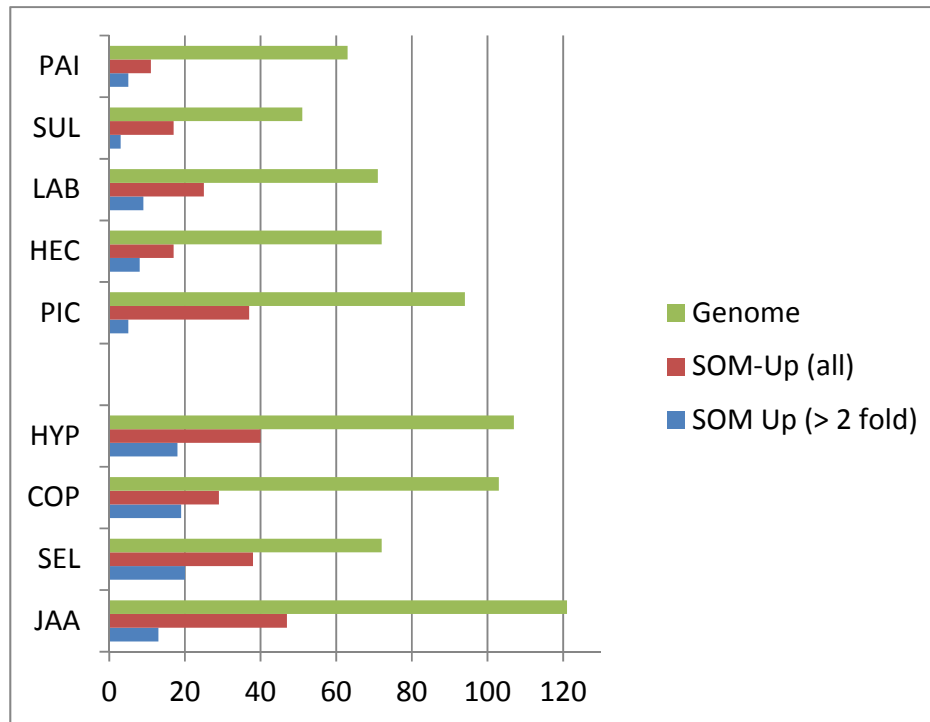

**Fig. S11** Expression profiles of genes encoding extracellular peptidases. Shown is the average ratio of expression ( $n=3$ ) of pairwise comparisons in SOM extract *versus* mineral nutrient medium (MMN). Within each sub-panel, one for each species, the small boxes are representing individual gene models and the color shows the normalized fold change according to the color code below the panel. The species abbreviations are listed in Table S1. Enzyme classes are according to MEROPS annotations (**Rawlings ND, Barrett AJ, Bateman A. 2012.** MEROPS: the database of proteolytic enzymes, their substrates and inhibitors. *Nucleic Acids Research* **40**: D343-D350). The gene models are listed in Table S11.

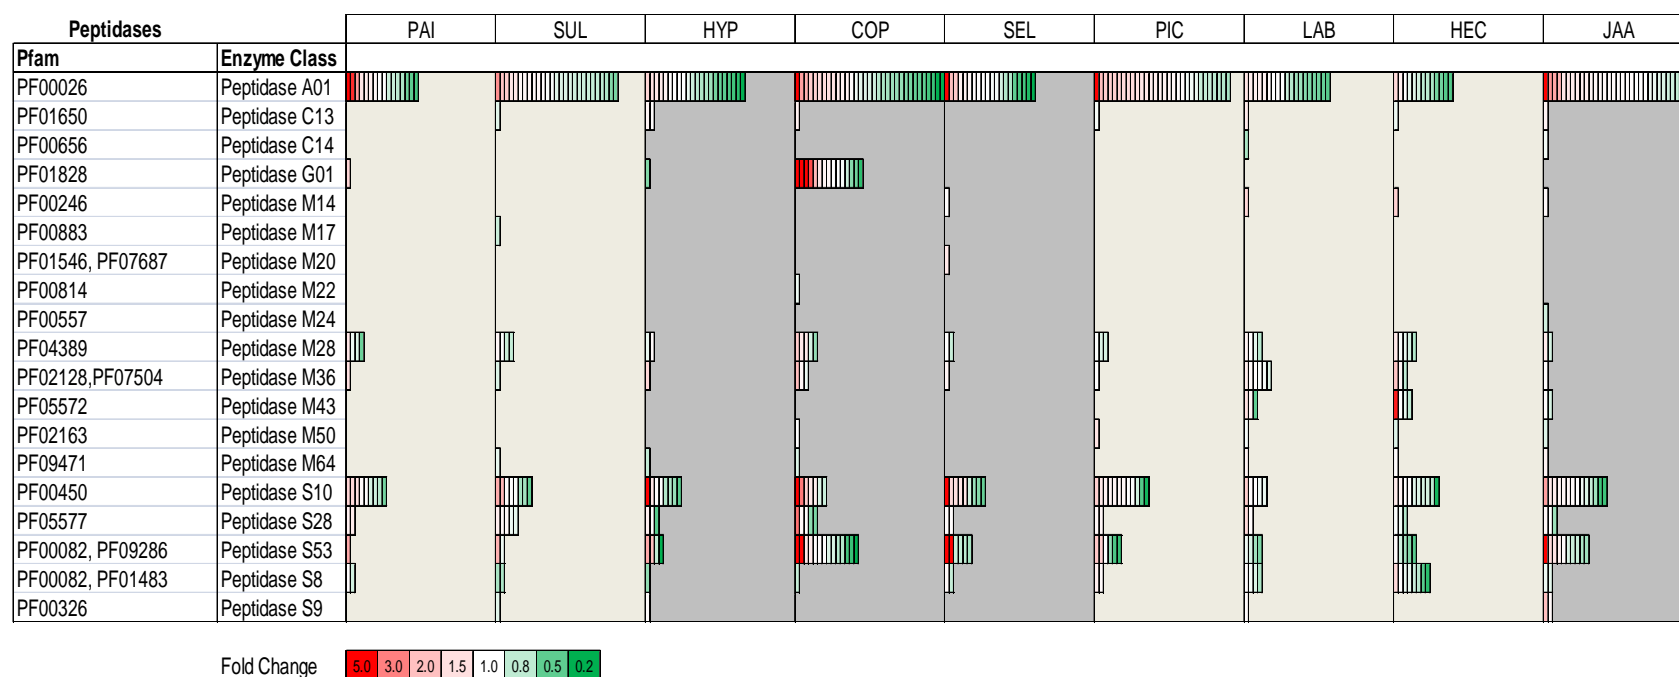

**Fig. S12** Phylogeny and expression patterns of aspartate proteases. **(A)** Sequences from nine genomes were included (Table S1) and an unrooted phylogenetic tree of the Asp domain from 323 aspartate protease genes (Table S12) was reconstructed. Three genes from *H. pinastri* had identical amino-acid sequences in the Asp domain with other *H. pinastri* genes and were removed from the reconstruction (indicated with a star). Bootstrap values are shown for branches having >50 % support. Groups of genes labeled with P indicate paralog clades having more than three paralogs with >50% bootstrap support. Orthologues were labeled with O and the proteinOrtho group id. Significantly upregulated genes during growth on the SOM extract (FH) versus MMN media are shown with arrows. The tree can be viewed interactively online at: <http://itol.embl.de/external.cgi?tree=1302351965015151413446270>.

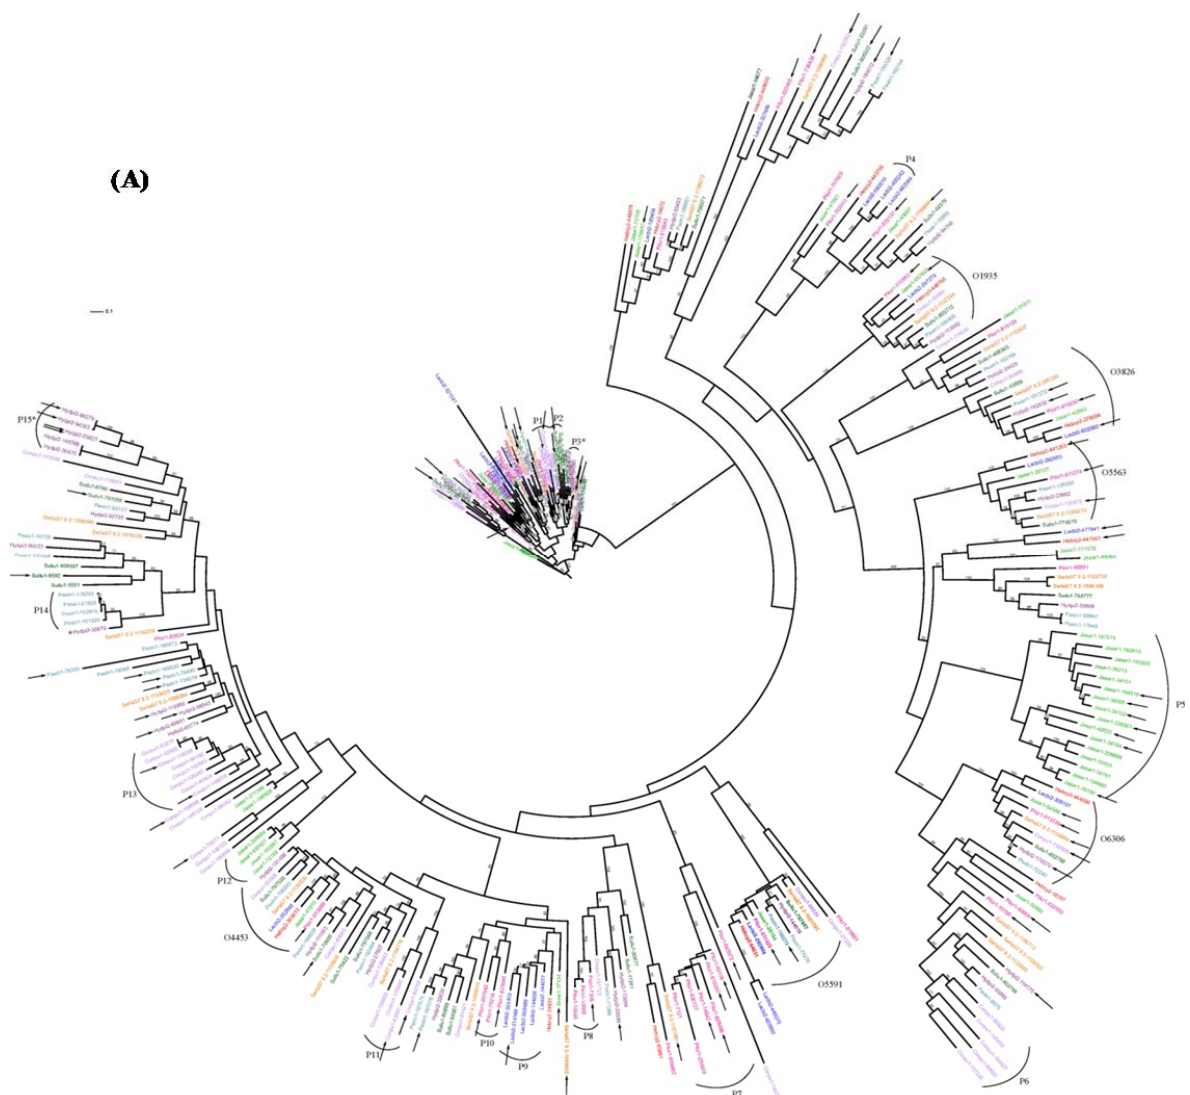

**Fig. S12 (cont.) (B)** Circos plot showing the proportion of 1:1 orthologues (“O”), paralogues (“P”) and remaining genes (“R”) of the aspartate protease family in the genome (right) and in the transcriptome during SOM decomposition (left). “O”, “P” and “R” genes that were significantly SOM-upregulated ( $q < 0.01$ ,  $n = 3$ , SOM extract versus MMN) are indicated in red, blue and green colors, respectively. Not upregulated “O”, “P” and “R” genes are shown in grey. The species abbreviations are listed in Table S1.

(B)

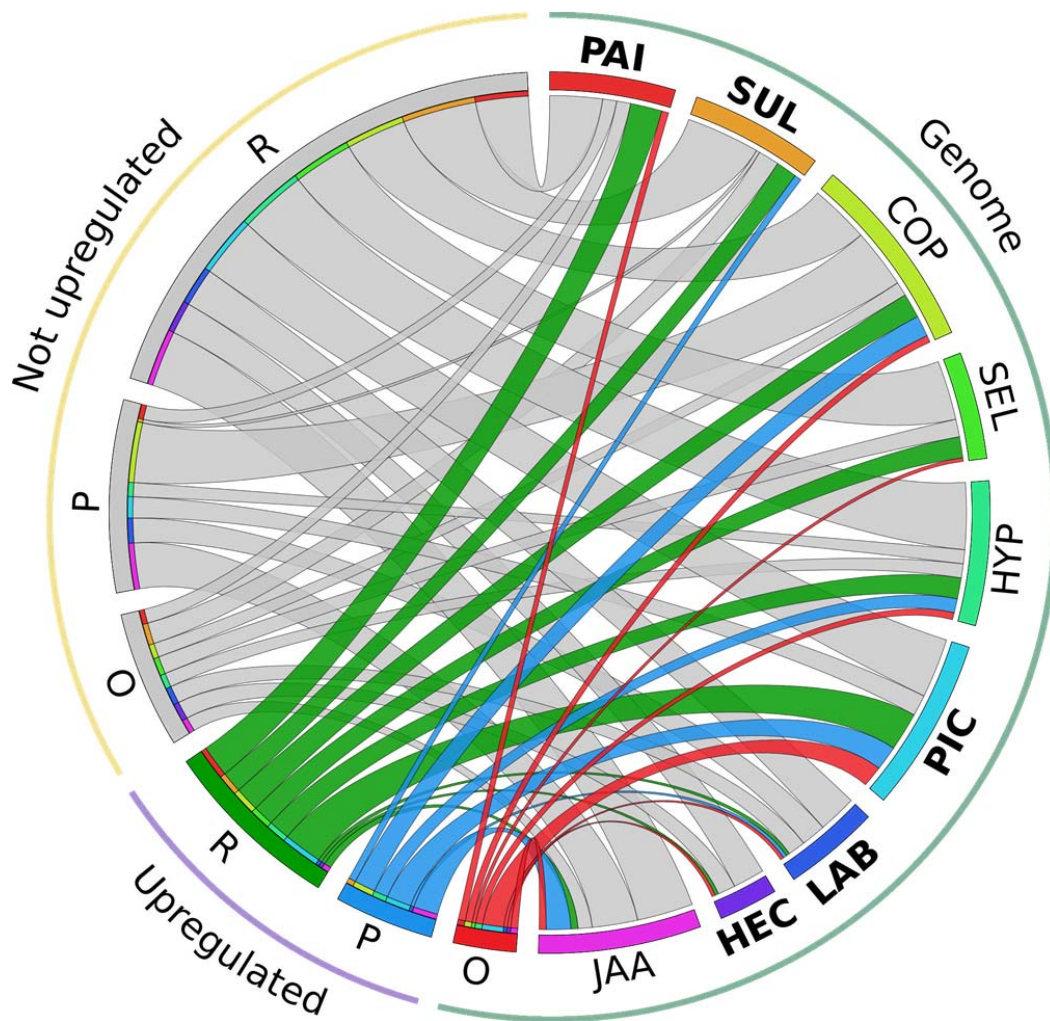

**Fig. S13** Expression profiles of selected genes encoding biosynthetic enzymes involved in secondary metabolism. Shown is the average ratio of expression ( $n=3$ ) of pairwise comparisons in SOM extract *versus* mineral nutrient medium (MMN). Within each sub-panel, one for each species, the small boxes are representing individual gene models and the color shows the normalized fold change according to the color code below the panel. The species abbreviations are listed in Table S1. The gene models are listed in Table S13.

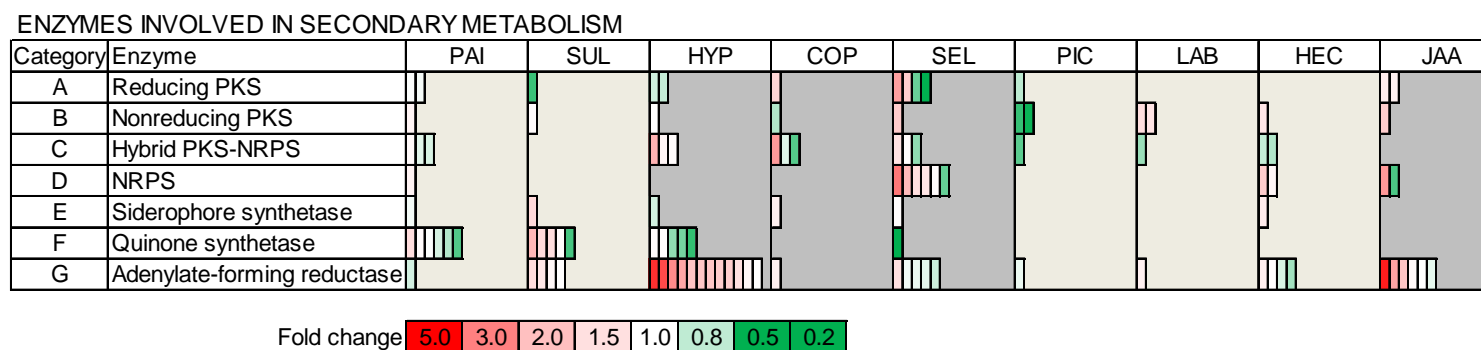

PKS, polyketide synthase; NRPS, Nonribosomal peptide synthetase.

**Table S1** Fungi used in this study, and the assessment of the transcribed fraction of their genomes based on RNA-Seq data.

<sup>a</sup> The species-name abbreviations shown within parentheses are used throughout the manuscript. The following fungal strains were used in this study: *P. involutus* (ATCC 200175); *S. luteus* (UH-LM8N+N); *H. pinastri* (MO-312); *C. puteana* (Schum. Ex Fries, RWD-64-598SS-2); *S. lacrymans* (S7.9); *P. croceum* (DSMX-4824); *L. bicolor* ((Maire) P.D.Orton); *H. cylindrosporum* (Romagnesi TV98IV3); *J. argillacea* (MUCL-33604).

<sup>b</sup> ECM, ectomycorrhizal fungus; BR, brown-rot wood decayer; WR, white-rot wood decayer. Shown within parenthesis are the exploration types (A, long distance; B, short distance; C, medium-distance smooth subtype; D, short-or medium distance fringe subtype) (**Agerer R. 2001**. Exploration types of ectomycorrhizae. A proposal to classify ectomycorrhizal systems according to their patterns of differentiation and putative ecological importance. *Mycorrhiza* **11**: 107-114).

<sup>c</sup> Taxonomic affiliation are indicated by clade names.

<sup>d</sup> The number of predicted gene models and the version of the genome assembly (within parenthesis), as by the Joint Genome Institute (JGI) MycoCosm Portal (accessed 1 April 2015): *P. involutus* (<http://genome.jgi-psf.org/Paxin1/Paxin1.home.html>); *H. pinastri* (<http://genome.jgi.doe.gov/Hydp2/Hydp2.home.html>); *S. luteus* (<http://genome.jgi-psf.org/Suilu1/Suilu1.home.html>); *C. puteana* (<http://genome.jgi.doe.gov/Conpu1/Conpu1.home.html>); *S. lacrymans* ([http://genome.jgi.doe.gov/SerlaS7\\_9\\_2/SerlaS7\\_9\\_2.home.html](http://genome.jgi.doe.gov/SerlaS7_9_2/SerlaS7_9_2.home.html)); *P. croceum* (<http://genome.jgi-psf.org/Pilcr1/Pilcr1.home.html>);

*L. bicolor* (<http://genome.jgi-psf.org/Lacbi2/Lacbi2.home.html>); *H. cylindrosporum* (<http://genome.jgi.doe.gov/Hebcy2/Hebcy2.home.html>); *J. argillacea* (<http://genome.jgi.doe.gov/Jaaar1/Jaaar1.home.html>)

<sup>e</sup> The number of predicted gene models that were found to be transcribed in the present experiment. “Total” is the total number of gene models that were expressed (percentage of the total number of gene models); “Upregulated” is the number of genes that were significantly upregulated ( $q < 0.01$ ) in the medium containing the SOM extract *versus* mineral nutrient medium (percentage of the total number of expressed genes); “Secreted” is the number of the upregulated gene models that were predicted to contain a secretion signal (percentage of the total number of upregulated genes). Prediction of signal-peptide sequences was performed using SignalP 4.0.

<sup>f</sup> Number of raw reads by the RNA-Seq analysis.

<sup>g</sup> Number of unambiguously mapping reads that were used to compute the read statistics. Shown within parenthesis is the fraction as compared to the number of raw reads.

**Table S2** Carbon and nitrogen concentrations of the SOM extract. “FH0” represents the initial extract before incubation with the fungus. Composition of the SOM extracts incubated for 7 days with various fungal strains are indicated by their abbreviated names; the species abbreviations are listed in Table S1. Concentrations are given in mg l<sup>-1</sup> (mean ± SE, *n*=3). Abbreviations used: TOC, Total organic carbon; TN, Total nitrogen; Glucose-C, Glucose carbon.

**Table S3** List of pyrolytic compounds identified by py-GC/MS analysis of the SOM extract.

**Table S4** Numbers of gene models in various (co)-orthologous groups. Numbers in grey boxes represent 1:1 orthologues. The species abbreviations are listed in Table S1.

Table S4 (cont.)

**Table S5** Numbers of highly SOM-upregulated genes (fold change >5 of pairwise comparisons in SOM extract *versus* MMN medium,  $q < 0.01$ ,  $n = 3$ ). The species abbreviations are listed in Table S1.

**Table S6** Annotation of highly SOM-upregulated orthologues. The table shows the annotation of 324 orthologue clusters containing genes that were at least 5-fold SOM-upregulated (pairwise comparisons in SOM extract *versus* MMN medium,  $q < 0.01$ ,  $n = 3$ ) (c.f. Fig. 3, main manuscript).

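Of the clusters in this table, 32 are 1:1 orthologues, and the per-species limma comparisons put 29 of them, and no others, over 5-fold. The remaining 3 rose by 4.95-fold (isocitrate lyase) and 4.82-fold in P. involutus and by 4.81-fold in L. bicolor (a zinc-type alcohol dehydrogenase), each with a limma adjusted p under 0.01. In L. bicolor the values of that enzyme were low, 55.6 ± 13.7 (SD, n = 3) on SOM and 10.6 ± 1.87 on MMN.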

<sup>a</sup> Gene models of CAZymes (Table S10) and auxiliary redox enzymes (AAs) (Table S8).

<sup>b</sup> Gene models of peptidases (Table S11).

<sup>c</sup> Gene models of natural-product biosynthesis enzymes (Table S13).

<sup>d</sup> Gene models that were predicted to contain a secretion signal using SignalP 4.0.

**Table S7** Protein families found among the highly SOM-upregulated orthologues. The table shows the most common Pfam families identified among the 324 orthologue clusters containing genes that were at least 5-fold SOM-upregulated (pairwise comparisons in SOM extract *versus* MMN medium,  $q < 0.01$ ,  $n = 3$ ) (c.f. Table S6 and Fig. 3, main manuscript).

<sup>a</sup> Number of species containing expressed orthologue(s) with the given Pfam domain.

How the deposited data were processed for this re-analysis (not part of the article)

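RNA sequencing of 9 fungi on SOM extract and on MMN medium gave 54 samples, 3 for each species and medium. The authors sequenced single reads on a HiSeq2000, mapped them onto the genome of each species with tophat and normalized with the R package DESeq. The signal values used here cover the 3148 putative 1:1 orthologues found with proteinortho. As deposited by the authors, these signal values are read counts divided by 1 size factor per sample, calculated over all 54 samples and the 1:1 orthologues. The Methods describe this normalization for comparing species, and size factors per fungus for the comparison of SOM with MMN. The log2 folds here differ from those of Tables S8 to S13 by an amount whose median per species lies between -0.12 and 0.05. Around that median the SD was at most 0.00369 in 8 species and 0.0442 in H. cylindrosporum, with a largest deviation of 0.238. Every value is a whole multiple of 1 step per sample, within 0.0001 of a step. In 54 of 54 samples 1 divided by the step equals, within 0.0001, the size factor calculated again from the numbers of steps, as when 1 step is 1 read. The smallest value above 0 is more than 1 step in 49 of 54 samples, and the check set for recovering reads, which starts from the smallest value and needs many low ones, did not pass. No test for counts was therefore used. The values are not scaled by gene length.

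The depth per sample, in steps of the values, ran from 4808341 to 20627822, and by group the medians ran from 4984422 (L. bicolor on MMN) to 13962792 (J. argillacea on MMN). The variance between 2 replicates, as a mean over orthologues, was 1.58 to 32.2 times that from sampling 1 read per step, with a median of 4.32 over 54 pairs. Sampling made up a large part of it in the pairs with the lowest ratios. Replicates with the same number in both media were checked for pairing. The correlation of their deviations exceeded 0.1 in 8 of 27 pairs, with all 3 over it in 1 species, C. puteana. The samples were compared without a block, and the block was an alternative.

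Values were transformed to log2(value + 1). SOM was compared with MMN in each species with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) at a Benjamini-Hochberg adjusted p under 0.01, with no filter, and orthologues over 5-fold were counted among those up-regulated. One fit over all samples gave the F-tests over the 18 groups and over the interaction of species and medium. The SOM responses of 5 ECM species and 4 saprotrophs were compared by limma with species as replicates. The number of species sharing a call was set against 10000 shuffles of the orthologues within each species. PCA, distances, exact permutation tests, Fisher's exact tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Trees were built with ape 5.8.1 and 1000 bootstrap resamplings. For the similarity between species all 756 assignments to clades were enumerated in place of the random draws first planned.

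The genes named are the 10 largest folds among the orthologues over 5-fold, those regulated in the same direction in the most species, and in each enzyme family of Tables S8 to S13 at most 2 proteins with the largest change. The values in these tables had been read before that rule was written. Names come from the tables of the paper, matched by species and protein identifier, and 247 proteins of Tables S8 to S13 were among the orthologues. The methods were tested on simulated data, in which 200 orthologues were changed in each species and 82.5% to 98.5% of them were called.

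Tests of explanations that were chosen after a result was seen are marked as such where they are given. The main settings, the other tests and most alternatives were fixed before the data were examined. These alternatives were a pseudocount of 10, a minimum mean value of 10, rescaling or quantile normalization within species, no mean-variance trend, 1 fit over all samples, a replicate block, other distances and scalings, and leaving out each replicate. Further settings were an adjusted p under 0.05 and the ratio of arithmetic means. Alternatives chosen after seeing the data were a shift of the SOM values of each species to the folds of Tables S8 to S13, distances between the profiles of 1 medium by clade, single-medium trees without each replicate, and shuffling the directions of the calls. Genes outside the 1:1 orthologues, which include most laccases, lytic polysaccharide monooxygenases and species-specific genes, were not analysed here.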

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

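The tests of the scale of the SOM values against the MMN values, of sharing by chance and of orthologues called more easily were chosen, as tests of these explanations, after the result was seen. Rescaling and quantile normalization within species were themselves alternatives fixed before. The shift and the shuffle of the directions were not.

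The change on SOM differed between species for 3121 of 3148 orthologues, by a limma F-test of the interaction. Among 100 reassignments of the media within species, the real one included, 1 gave as many, and the largest other number was 769, so chance assignment of the media can be excluded. A different scale of the SOM against the MMN values in each species was tested next. The lower of the numbers after rescaling within species and after a shift to the folds of Tables S8 to S13 was 3118, so such a scale is not the whole cause. A difference in biology between the species stays open and was not tested apart from the cultures, since each species was grown, harvested and mapped to its own genome.

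The paper states that no cluster over 5-fold was up-regulated in all species. Without a fold threshold, a count it does not report, 4 of the 1:1 orthologues were. Shuffling the orthologues within species gave 0.0224 on average (permutation p = 0.0001, the smallest that 10000 shuffles give). That shuffle takes every orthologue as equally easy to call. Keeping the orthologues called in each species and shuffling only their directions raised the average to 0.117, still below 4 (permutation p = 0.0001, again the smallest). The lower of the numbers after rescaling and after quantile normalization was 2, after quantile normalization. Shuffling the orthologues of those calls gave 0.0164 on average (permutation p = 0.0002). Their directions were not shuffled. After rescaling 3 of the 4 were shared, and after quantile normalization 1. Leaving out 1 replicate of 1 medium in every species gave between 1 and 3, so the count is small and depends on single replicates; it was 1 without SOM replicate 1, SOM replicate 2, MMN replicate 1 or MMN replicate 2. A shared response to the SOM extract is a candidate explanation, and so is any other difference between the media, such as in their nitrogen or carbon, which the design does not separate.

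In at least 8 species, a number chosen after the counts were seen, 28 orthologues were up-regulated and 14 down-regulated, which the paper does not report. For the 28, the average was 0.627 with the orthologues shuffled and 1.84 with only the directions shuffled (permutation p = 0.0001 for both, the smallest possible). The lowest of the numbers after rescaling, quantile normalization and the shift was 14, and with 1 replicate left out it was 15 without MMN replicate 2 and 17 without SOM replicate 1, SOM replicate 2 or MMN replicate 1. For the 14 down-regulated ones the average was 0.739 with the orthologues shuffled and 2.23 with only the directions shuffled (permutation p = 0.0001 for both, the smallest possible). The lowest of the numbers after rescaling, quantile normalization and the shift was 9 for these. It was 8 without SOM replicate 2 and 7 without MMN replicate 2. For the orthologue down-regulated in all 9 species, shuffling the directions gave as many in more draws (permutation p = 0.135), so ease of calling is not excluded for it. What the media share across species stays open here too.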

How the results depend on the processing

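The shift of the SOM values to the folds of Tables S8 to S13 was chosen after the result was seen.

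Over 59 results for groups of samples or orthologues there were 673 values under alternatives, of which 615 kept their direction, their side of the threshold and their size, 56 moved, 2 weakened and none reversed. For the named proteins 1440 of 1498 values stayed past or short of the threshold, 58 weakened and none reversed; most of the 58 were in small changes such as those of orthologues 5363, 1627 and 5815. The number of orthologues differing among the 18 groups stood at its ceiling and the p for the distances at its smallest possible value under every alternative, so neither shows stability. The cause of the changes below was not tested.

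In the counts, P. involutus had between 436 and 939 down-regulated orthologues with 1 replicate left out, the lowest without MMN replicate 2, against 674. It had 5 orthologues over 5-fold after rescaling within species and 6 after the shift, against 3. L. bicolor had 606 down-regulated orthologues after the shift, which moved its SOM values by 0.12 on the log2 scale, against 955. The number up-regulated in all 9 species was 2 after quantile normalization within species, 2 without a mean-variance trend, 6 after the shift, 6 at an adjusted p under 0.05, and between 1 and 3 with 1 replicate left out, against 4. The number up-regulated in at least 8 species was 14 after quantile normalization within species and between 15 and 21 with 1 replicate left out, against 28. The number down-regulated in at least 8 species was 9 after the shift, 29 at an adjusted p under 0.05 and between 7 and 12 with 1 replicate left out, against 14. The number down-regulated in all 9 was 0 after quantile normalization within species, 0 without SOM replicate 2 and 2 at an adjusted p under 0.05, against 1. At an adjusted p under 0.05, 650 were down-regulated in at least 5 species, against 408.

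The shares of PC1 and PC2 were 16.8% and 15.0% when orthologues were only centred, 16.6% and 14.0% without J. argillacea, 17.1% and 14.1% with SOM profiles only, and 16.0% and 14.7% with MMN profiles only. After quantile normalization PC2 held 12.9%. The difference between ECM species and saprotrophs on PC2 weakened to 1.13 after quantile normalization and to 0.512 without J. argillacea. In the latter PC3 held 13.8%, close to PC2, and was not tested. When orthologues were only centred the difference on PC2 was 1.31, and the groups overlapped.

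Bootstrap support for P. involutus with S. luteus was 95.6% with a pseudocount of 10, 85.5% after quantile normalization, 93.8% with unit variance, 86.5% with SOM and 87.9% with MMN profiles only. Support for H. pinastri with C. puteana was 82.6% with the Spearman distance, 73.9% with a pseudocount of 10, 1.9% with SOM and 86.1% with MMN profiles only. For the Agaricales it was 83.5% with the Spearman distance, 70.4% with unit variance, 82.9% with SOM and 98.3% with MMN profiles only. The Boletales had 99.9% with SOM and 92.6% with MMN profiles only. Boletales and Agaricales together had 78.1% with the Spearman distance, 89.0% after quantile normalization, 50.3% with unit variance, 87.1% with SOM and 65.6% with MMN profiles only. S. lacrymans with H. pinastri and C. puteana had 6.8% with the Spearman distance, 34.1% after quantile normalization, 9.3% with unit variance and 20.2% with SOM profiles only.

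A minimum mean value of 10 over all 54 samples removes no orthologue, so it gave no value for the F-tests, the PCA, the distances, the trees, the similarity and the lifestyle comparison. Within a species it removed at most 5. All 3 correlations of same-numbered replicates passed 0.1 in C. puteana only, where the replicate block gave 885 up-regulated and 865 down-regulated orthologues against 767 and 761. With the block orthologue 5363 missed the threshold in P. croceum, which left 3 up-regulated in all 9 species. The block changed no other call of a named protein and moved no count by over 1.5 times. The planned edgeR and DESeq2 comparisons were not run, since the check set for recovering reads did not pass, although the size factors fit 1 read per step. The lowest orthologue mean was 68.6, and in single species some enzymes had values under 20, where depth limits the change that can be seen.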

Differences from the paper's values

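The shift of the SOM values to the folds of Tables S8 to S13 was chosen after the result was seen.

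In S. luteus 985 1:1 orthologues were up-regulated here, and the paper's value in Table S4 is 654. Of the alternatives set before the data were examined, a pseudocount of 10 (984), a minimum mean value of 10 (985) and the replicate block (997) left the difference over 1.5 times. The difference also stayed over 1.5 times at an adjusted p under 0.05 (1127) and with the ratio of arithmetic means (985). Rescaling within species (976), quantile normalization (837), no mean-variance trend (883), 1 fit over all samples (722) and leaving out each replicate (867 to 970) brought it within 1.5 times, as did the shift (777), which was chosen after seeing the values and drops 0 of the 151 proteins of Tables S8 to S13 that the paper calls and that are 1:1 orthologues. Without the shift 8 of the 151 were not called here. The shift was taken from the folds of these same proteins, so this is no independent test of it, and the proteins called here and not by the paper went from 18 to 20. In the other 8 species the counts were within 1.5 times of the paper's.

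Table S6 lists 32 1:1 orthologues over 5-fold, 4 of them in 2 species, where 29 and 3 were found here. The isocitrate lyase of P. involutus passed 5-fold after rescaling within species and without SOM replicate 1 or MMN replicate 1. The alcohol dehydrogenase of L. bicolor passed it by the ratio of arithmetic means and without SOM replicate 2 or MMN replicate 1. The arginase of P. involutus, the orthologue that the paper also counts in 2 species, passed it after rescaling and without SOM replicate 2 or MMN replicate 2. All of these and the remaining orthologue passed it after the shift, which gave 32 and 4. The legend of Fig. 3 marks 14 1:1 orthologues, while Table S6 lists 15 under the species shown in its panels; 12 were found here.

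The paper states that, for the most part, closely related species had more similar SOM-induced profiles. For the responses to SOM the difference between pairs within and between clades was 0.0334 (exact permutation test, one-sided, p = 0.19, and 0.134 to 0.269 under the alternatives), and for the profiles on SOM themselves the distances were shorter within clades (59.6 against 65.9). The pairs within clades were nearly all of Boletales, so both comparisons rest mainly on that clade.

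The paper states that the typical 2-cysteine peroxiredoxins were absent from the saprotrophic Boletales. The 1:1 orthologue of the proteins it lists had values in these species too, with log2 fold changes of 1.01 in H. pinastri, -0.68 in C. puteana and 0.48 in S. lacrymans. Whether those proteins meet the paper's criteria for the class was not tested.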

Other observations

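The tests of the scale of SOM against MMN values, of 1 replicate in P. involutus, of 1 replicate in the single-medium trees and of differences common to both media were chosen after the result was seen.

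In each species the real grouping of the 6 samples was the only 1 of 10 splits to give as many regulated orthologues, and as many over 5-fold; no other split gave any. With only 10 splits, this count cannot by itself exclude chance for a single species. Over all samples, 1 of 100 assignments gave as many as 3148 orthologues differing among the groups, the real one, so chance assignment is excluded for that number. Of 100 reassignments of the media, only the real one gave any orthologue up-regulated in at least 5 species, with 420. Since other splits within a species gave no calls, that outcome reflects an effect of the medium and does not test sharing between species.

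The number of regulated orthologues differed between species, from 1285 in P. involutus to 2060 in H. pinastri. Sequencing depth was tested with the mapped reads of Table S1 (Spearman's rho = -0.0667, exact permutation p = 0.88; Pearson's r = -0.0173, exact permutation p = 0.965; r = -0.631 without the 2 species farthest from the median). The spread between replicates gave rho = -0.60 (exact permutation p = 0.0968, adjusted 0.145) and r = -0.711 (exact permutation p = 0.0345, adjusted 0.0689 over 6 relations; r = -0.718 without the 2 farthest species). With 9 species neither can be told apart from a difference in biology. The fewest calls were in P. involutus, and SOM replicate 3 may account for that. Without that replicate 1756 orthologues were called there. With it left out in every species P. involutus was the 6th from the lowest, while it stayed the lowest without any of the other replicates. With every replicate kept and 1 fit over all 54 samples, 805 rose and 951 fell in P. involutus. In S. luteus 722 and 767 did, so the lowest rank also depends on fitting each species apart.

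The up-regulated counts differed from Table S4 in a way that followed the offset between the log2 folds here and those of Tables S8 to S13 (r = 0.956, exact permutation p = 5.0e-05, adjusted 0.0003; rho = 0.917, exact permutation p = 0.00131; r = 0.939 without the 2 farthest species). This is consistent with a different scale of SOM against MMN values, since the normalization here covers the orthologues of 9 species and that of the paper the genes of 1 fungus. After the shift by the offset, the SD of the log2 ratio of the counts went from 0.279 to 0.0716, but the counts were still 1.07 to 1.23 times the paper's, and what else differs was not tested. The share of calls that were up-regulated lay between 47.5% and 52.2% in all species before the shift, and ran from 39.9% in S. luteus to 67.7% in L. bicolor after it, so whether more orthologues rise than fall depends on the scale.

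H. pinastri and C. puteana were paired in the tree of MMN profiles and not in that of SOM profiles. A single replicate is not the cause, since the support without each replicate in turn was at most 2.5% on SOM and at least 83.4% on MMN. A response to the SOM extract and a difference between the cultures stay open.

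Profiles on SOM and on MMN were closer within clades than between them (differences of 6.31 and 6.24, exact permutation tests, one-sided, p = 0.00132 and 0.00926), while the responses were not detectably more similar (exact permutation test, p = 0.19). Differences between species that are the same in both media, such as gene length, may produce this, but with 11 pairs within clades a weak similarity of the responses cannot be told apart from none.

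No orthologue differed between the SOM responses of ECM species and saprotrophs at an adjusted p under 0.05 by limma with the 9 species as replicates, and the lowest adjusted p was 0.502. At an unadjusted p under 0.05 there were 137, and 51 of 100 splits of the species gave as many, so chance is not excluded. On simulated data a log2 difference of 1 was called in 77.0% of cases at an adjusted p under 0.01. The simulated spread was the same for every orthologue, and smaller differences were not simulated. The median size of the change on SOM was only 0.16 to 0.27 by species, so lifestyle differences of that size could have been missed. Among the Boletales alone there were 159 at an unadjusted p under 0.05 and none past the threshold.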
